# RA-induced prominence-specific response resulted in distinctive regulation of Wnt and osteogenesis

**DOI:** 10.26508/lsa.202302013

**Published:** 2023-08-04

**Authors:** Chao Song, Ting Li, Chunlei Zhang, Shufang Li, Songhui Lu, Yi Zou

## Abstract

Proper retinoic acid (RA) signaling is essential for normal craniofacial development. Both excessive RA and RA deficiency in early embryonic stage may lead to a variety of craniofacial malformations, for example, cleft palate, which have been investigated extensively. Dysregulated Wnt and Shh signaling were shown to underlie the pathogenesis of RA-induced craniofacial defects. In our present study, we showed a spatiotemporal-specific effect of RA signaling in regulating early development of facial prominences. Although inhibited Wnt activities was observed in E12.5/E13.5 mouse palatal shelves, early exposure of excessive RA induced Wnt signaling and Wnt-related gene expression in E11.5/E12.5 mouse embryonic frontonasal/maxillary processes. A conserved regulatory network of *miR-484*-*Fzd5* was identified to play critical roles in RA-regulated craniofacial development using RNA-seq. In addition, subsequent osteogenic/chondrogenic differentiation were differentially regulated in discrete mouse embryonic facial prominences in response to early RA induction, demonstrated using both in vitro and in vivo analyses.

## Abstract (precis)

Early exposure of RA induced altered expressions of Wnt-related genes and subsequent osteogenic differentiation in embryonic mouse craniofacial prominences in a spatiotemporal-dependent manner.

## Introduction

Retinoic acid, the metabolite of vitamin A, is the natural ligand of nuclear RA (retinoic acid) receptors and regulates the transcription of genes containing the RA response element (RARE). By recruiting either nuclear receptor coactivators or nuclear receptor corepressors, RA-RARs can directly activate/repress the transcription of key developmental genes such as *Hox* genes in hindbrain formation, *Sox* genes in neuromesodermal progenitor differentiation, and *Fgf8* in developing heart (Ghyselinck & Duester, 2019). Despite the discrepancies, both gain-of-function studies and genetic loss-of-function studies indicate that the dysregulated RA signaling has teratogenic effects and result in aberrant development of hindbrain, body axis formation, heart patterning, and eye morphogenesis (Berenguer et al, 2022).

Expression of retinaldehyde dehydrogenases, which is responsible for RA synthesis, starts at E7.5 mouse embryo in presomite mesoderm. The first embryonic RA signaling was detected and restricted within the developing eye around E8.5 (Dubey et al, 2018). Excessive RA signaling during early embryonic development were shown to affect the fate of cranial neural crest cells (CNCCs) and resulted in craniofacial malformations including the cleft lip/palate (Williams & Bohnsack, 2019). Formation of the facial prominences appears around E8.5, upon receiving a great contribution of neural crest cells (NCCs) delaminated from between the dorsal neural tube and the overlying ectoderm (Roth et al, 2021). The emigration and proliferation of NCCs, along with the paraxial mesoderm–originated mesenchymal cells, ensures the rapid growth of these facial prominences (Murillo-Rincón & Kaucka, 2020). By E11.5, the bilateral medial nasal prominences, lateral nasal prominences, and maxillary prominences are in close contacts and complete the fusion processes on each side of the developing face (Ji et al, 2020). Ongoing convergence of these opposite structures in the midline form a continuous sheath of the front face and the primary palate (Suzuki et al, 2018). Meantime, the mediolateral outgrowths of the maxillary form palatine processes starting around E11.5, growing vertically along the developing tongue in the mouth cavity (Suzuki et al, 2018). The growth and elevation of the palatine processes lead to their horizontal fusion on top of the tongue in the midline and fusion to the primary palate just behind the incisive foramen by the time of E15.5 (Martinelli et al, 2020). The mesenchyme derived from NCCs form ganglia, skeleton, and connective tissues, with musculature derived from paraxial mesoderm (Roth et al, 2021).

Underlying cellular events including cell proliferation, migration, apoptosis, and epithelial–mesenchymal transition of epithelium after fusion are well-synchronized processes, coordinated by key-signaling pathways, governing early morphogenesis. For instance, Wnt acts upstream of *Bmp4* and induces its expression in overlapping domains (Reynolds et al, 2020). The activation of Wnt and Bmp signaling is observed in the pre-fusion epithelia and the underlying mesenchyme of facial prominence to ensure proper mesenchymal growth, apoptosis, and epithelial fusion (Jiang et al, 2006). However, excessive activation of Bmp signaling also causes craniofacial malformation. Knockout of noggin (*Nog*), an antagonist of Bmp pathway, displayed increased Bmp/Smad activity in E13.5 palate epithelium and resulted in a complete cleft palate in mice (Reynolds et al, 2020). Although excessive intake of vitamin A and exogenous RA were shown to induce craniofacial malformation in humans and mice, the molecular pathogenesis associated with altered RA signaling was poorly understood (Lammer et al, 1985; Rothman et al, 1995; Ackermans et al, 2011). Inhibitory effects of RA on Tgf-β and Wnt signaling, whereas role of RA in maintaining *Shh* and *Fgf8*, were demonstrated in various cultured cell lines and in RA-induced CL/P in mouse and chick models (Roa et al, 2019; Reynolds et al, 2020; Wu et al, 2022). However, controversial results showing RA-induced down-regulation of *Shh* expression were also presented (El Shahawy et al, 2019; Wang et al, 2019). The differences in animal models used and in the strategies of RA application may partially explain the discrepancies.

In this work, we investigated the excessive RA-induced changes in gene expression profile in the developing craniofacial prominences using mouse model. Multiple dosages of all-trans RA (*at*RA) were applied to pregnant mice between early gestation (from E8.5 to E10.5), which was reported to induce full penetrance of CP (Wang et al, 2019). The frontonasal prominence (FnP), a pair of maxillary processes (MxP) and a pair of mandibular processes (MdP) at E12.5 were collected and subjected to RNA-sequencing. The enrichment analysis of transcriptomic changes indicated the altered gene expression of 12 Wnt signaling components. A significantly down-regulated miRNA, *miR-484*, targeting five out of these 12 Wnt molecules, was predicted as a hub driver. Further screening for differentially expressed genes (DEGs) related to craniofacial malformations that were transcriptionally regulated by Wnt signaling revealed *Foxn3* and *Itgb1*, a member of fork head family of transcription factors that regulate osteogenic gene expression and integrin β1 that regulate osteoblast differentiation. The gene expression of our bioinformatic analyses and transcriptome results were experimentally validated in prominence-specific fashion using quantitative qRT–PCR. The RA-induced different patterns of change in Wnt activities were assessed in craniofacial mesenchymal cells derived from various facial prominences at different stages using TCF/LEF-reporter TOP/FOP-flash assay. The subsequent influence of RA exposure on osteogenic differentiation was investigated both in vitro using mouse embryonic craniofacial mesenchymal cells derived from different facial prominences and in vivo using RA-induced mouse embryos. The results suggested a spatiotemporal-specific effect of early RA signaling in regulating Wnt activity and osteogenic/chondrogenic differentiation in discrete embryonic facial prominences.

## Results

### Early prenatal RA exposure induce developmental defects including midfacial anomalies

Prenatal RA exposure affects embryonic development in a both dose-dependent and embryonic stage–dependent manner. Oral administration of 25 μg/g body weight *at*RA consecutively at E8.5, E9.5, and E10.5 gestational timepoints was performed according to the description from Wang et al (2019). Full penetrance of CP was observed, in line with the observation reported by Wang et al (2019). Consistent with previous studies (Berenguer et al, 2018), gross morphological analysis between E12.5–E15.5 revealed a range of malformations, resulting from defective early RA signaling, including microphthalmos, limb reduction, and superficial hemorrhages, with various incidences (Fig 1A–G′).

**Figure 1.**
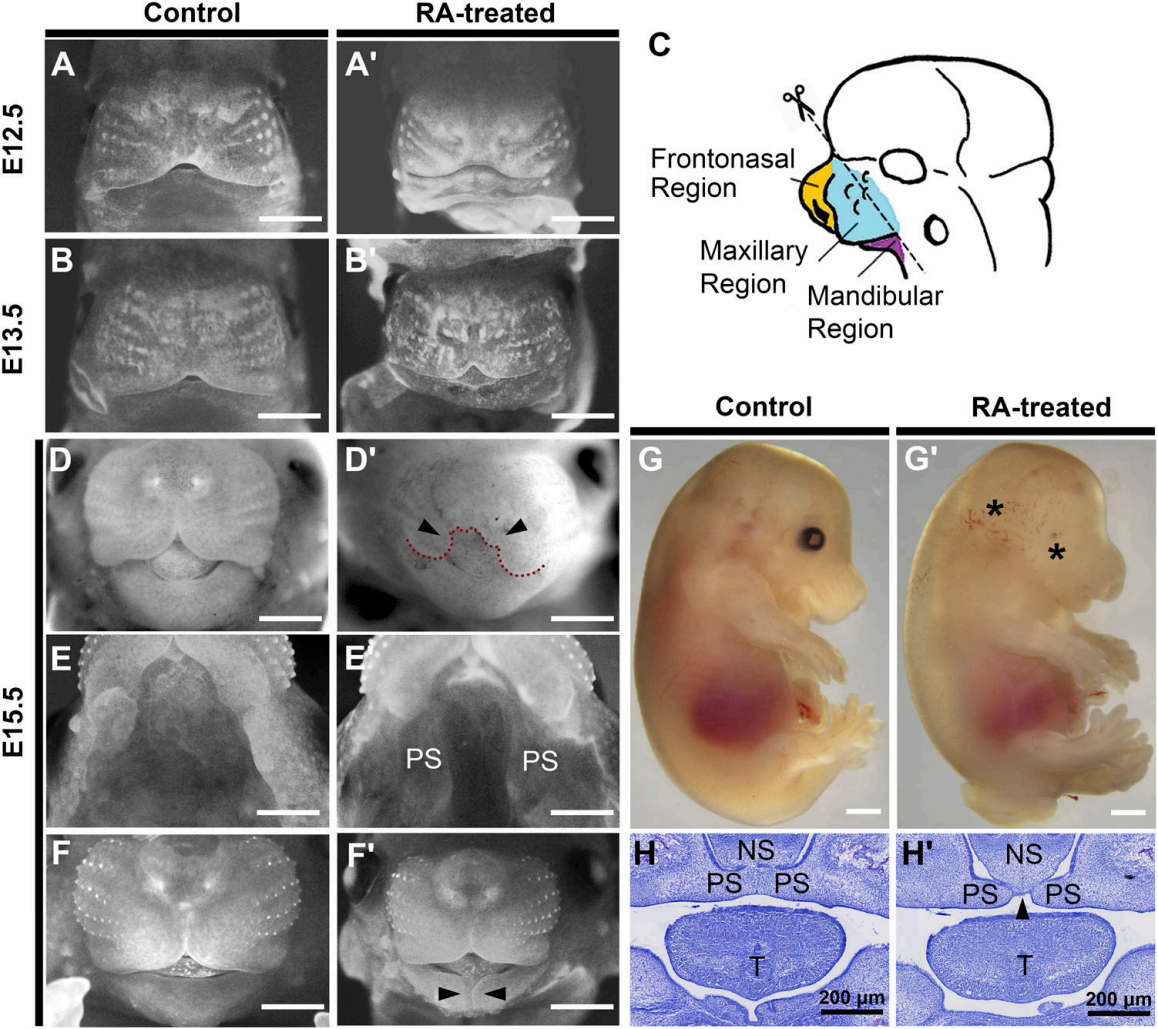
Abnormalities at different developmental stages induced by early RA exposure. Representative images of some of the malformations resulted from early RA exposure. **(A, A′, B, B′, D, D′, E, E′, F, F′, G, G′, H, H′)** Whole-mount nuclear fluorescent imaging of control (A, B, D, E, F, G, H) and RA-treated (A′, B′, D′, E′, F′, G′, H′) embryos between E12.5 and E15.5, displaying hypoplasia of frontonasal prominence (FnP) (A′), reduced growth of medial nasal prominence (B′), cleft of upper lip (D′), cleft palate (E′), and cleft in mandible (F′). Scale bars: 1 mm; PS, palatal shelf. **(G, G′)** Gross morphology of E15.5 control (G) and RA-treated (G′) mouse embryos. * indicate microphthalmos and superficial hemorrhages. Scale bars: 1 mm. **(H, H′)** H&E staining the coronal sections through the palatal regions of E15.5 embryos, showing failed fusion of PS in RA-treated mice, indicated with an arrowhead. Scale bars: 200 μm; NS, nasal septum; PS, palatal shelf; T, tongue. **(C)** Schematic of E12.5 mouse embryonic head. Dotted line illustrated the FnP, bilateral maxillary processes and mandibular processes that were dissected for transcriptomic profiling. FnP, frontonasal prominence; MxP, maxillary processes; MdP, mandibular processes.

For transcriptomic profiling, the FnP, bilateral MxP and MdP were micro-dissected from fetuses at E12.5, at which stage the craniofacial abnormalities induced by RA could be easily verified (Fig 1C). 

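The mRNA of the pooled facial prominences of 4 control and 4 RA-treated embryos at E12.5 was sequenced, with 1 embryo taken from each litter. Pregnant mice of the RA group received 25 mg/kg all-trans retinoic acid by oral gavage at E8.5, E9.5, and E10.5, and control mice received the vehicle. The authors deposited the number of reads counted on each gene in each embryo, without normalization. According to the methods of the paper, these counts came from poly(A)-selected, paired-end libraries that were trimmed, aligned to GRCm38 with HISAT2 and quantified with StringTie on uniquely mapped reads. The text of the paper does not state whether the counting used the strand, so counts of genes that overlap one another are uncertain. Between 12532779 and 15985080 reads per control embryo were counted on genes, with a median of 15169965. Between 15554393 and 17760544 were counted per RA-treated embryo, with a median of 16104608.5. The paper gives an average of 40 to 50 M reads per sample, and the values here use the counts on genes. The totals of the groups were not distinguishable (two-sided exact permutation test, p = 0.143, n = 4 and 4). The counts were scaled by edgeR's TMM method and filtered with filterByExpr at its default minimums, which left 15388 genes. RA-treated and control embryos were then compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Normalized counts are given as CPM, scaled for the library size, and standard errors (SE) are approximate values derived from the fold change and the test statistic. In the exact permutation test of single values, 0.0286 is the smallest two-sided p that 4 embryos against 4 allow. The biological coefficient of variation between embryos of a group was 13.1%.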

E12.5 is also the turning point from the completion of facial development to the beginning of palate formation, with the vertical palatal shelves (PS) being easily distinguished on both sides of the MxP. 

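Spearman correlations between the counts of any 2 of the 8 embryos lay between 0.986 and 0.993. No 2 libraries held counts close enough to be one library counted again, since the differences between any 2 libraries were between 8.31 and 19.9 times the sampling noise (chi-square per degree of freedom).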

To minimize the chance of technical variance in sampling, each fetus was collected from an independent conception with (n = 4) or without RA exposure (n = 4). The dysregulated craniofacial development was confirmed by morphological analysis before sampling.

### An overview of the transcriptome and quality assessment

94.9% of the mRNA-seq datasets and 98.7% miRNA-seq datasets, respectively, remained after the initial filtering. The medians of log-expression (log-count-per-million) of each sample were presented post filtering using threshold of count-per-million >0.8 (Fig 2A and B, Table S1). 

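After filtering, the median log2 CPM of the mRNA datasets was 4.84 ± 0.021 (SD, n = 4) in control embryos and 4.82 ± 0.031 (SD, n = 4) in RA-treated embryos. This difference was within the spread between embryos (two-sided exact permutation test, p = 0.343). A threshold of CPM above 0.8 was passed by 14106 genes in all 8 embryos and by 15029 genes in at least 4 embryos.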

Genes were included in the analysis if their expression were identified in at least four samples with reads count >0, detected by filterByExpr function of edgeR (version 3.14.0). 

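At least 1 read was counted in 4 or more embryos for 19574 genes, whereas the default minimums of filterByExpr left 15388 genes. A CPM of at least 10 in 4 embryos, the minimum given in the methods of the paper, left 10683 genes. The number of genes with an unadjusted P under 0.05 was 1243 of the 19574 genes, 1089 of the 15388 genes and 796 of the 10683 genes, respectively.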

In the mRNA expression datasets, >97% of the paired-end raw reads were mapped using the mm (10) reference genome (GRCm38.p4). Of the 34,754 total genes, 17,024 (49.0%) gene expressions were detected in all samples. 

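The deposited table of counts lists 34745 genes. At least 1 read was counted in all 8 embryos for 17040 of them (49.0%), and in at least 1 embryo for 23210 genes.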

In the miRNA expression datasets, >80% of the paired-end raw reads were mapped using the reference miRBase (version 20.0). Of the 1,907 total genes, 835 (43.8%) gene expressions were detected in all samples. The expression of *Zic3* was below the threshold in the mRNA expression datasets of all samples, excluding the potential contamination from adjacent forebrain tissue (Inoue et al, 2007).

**Figure 2.**
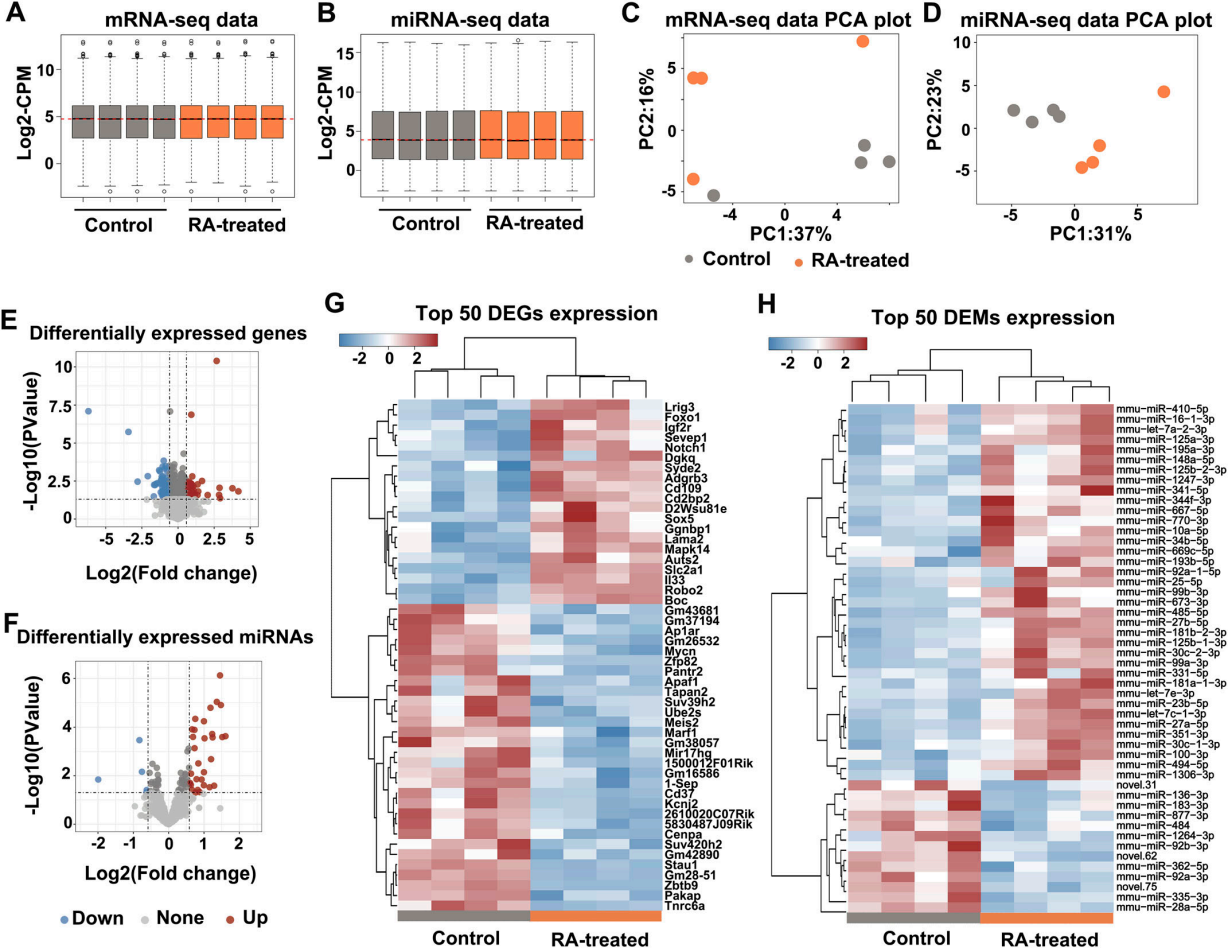
Early RA exposure induced altered gene expression in developing mouse face. **(A, B)** Boxplots of log-count-per-million values showing expression distributions for normalized data of mRNA-seq and miRNA-seq. **(C, D)** Principal component analysis of the facial gene expression of control (grey) and RA-treated (orange) E12.5 mouse embryos. **(E, F)** Volcano plot of the differentially expressed genes and differentially expressed miRNAs between control and RA-treated mouse embryos. The horizontal dashed line represents a *P*-value of 0.05, and the vertical dashed lines represent fold changes of −1.5 and 1.5, respectively. **(G, H)** Heatmap of hierarchical clustering dendrograms of top 50 differentially expressed genes and differentially expressed miRNAs in control and RA-treated mouse embryos. Control samples. Both mRNA and miRNA of two groups were clustered with approximately unbiased (AU) *P*-values and bootstrap probabilities more than 95%. Color corresponds to the relative expression levels, red for up-regulated and blue for down-regulated genes, respectively.

Table S1. Filtered gene expression values.

The RA induced divergence in overall gene expression was demonstrated by the clustering of gene expression data among treatments in principal component analysis (Fig 2C and D). 

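In a principal component analysis of the log2 CPM values of all 15388 genes tested, component 1 held 26.6% of the variance and component 2 held 17.9%. On component 1, control embryos had a mean score of -10.1 ± 15.8 (SD, n = 4) and RA-treated embryos a mean score of 10.1 ± 17.7 (SD, n = 4), and the groups overlapped (two-sided exact permutation test, p = 0.114). Control replicate 1 scored 8.81, above RA replicate 3, which scored -16.3. Component 2 by itself did not separate the groups either (two-sided exact permutation test, p = 0.2, n = 4 and 4), but it did when RA replicate 2 was left out (two-sided exact permutation test, p = 0.0286, n = 4 and 3). In the plane of both components a straight line parts the groups, as it does for 5 of the 35 ways to divide the 8 embryos into 4 and 4. The distance between the group means in this plane was 25.5 (exact permutation test, p = 0.0857, n = 4 and 4). When the 500 genes with the largest variance were used, component 1 held 37.2% of the variance. Without genes on chromosomes X and Y, component 1 held 21.6%. The exact permutation p between the groups was then 0.0571 for component 1 and 0.457 for component 2 (n = 4 and 4).

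**Figure D1:**
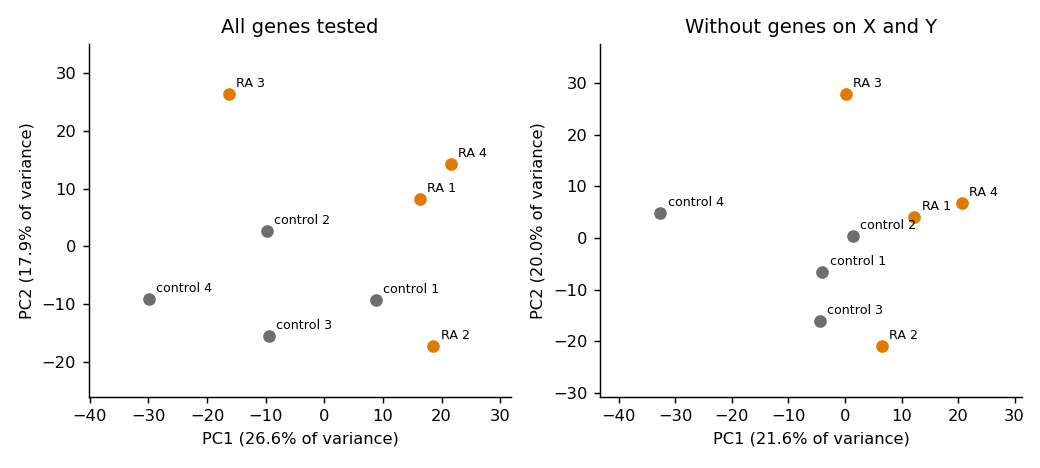
Scores of the 8 embryos on principal components 1 and 2 of the log2 CPM values, for all genes tested (left) and without genes on chromosomes X and Y (right). Each point is 1 embryo, grey for control and orange for RA-treated, and the axes give the share of variance in percent. On the left, RA replicates 1, 2, and 4 have the highest scores on component 1, and RA replicate 3 lies within the range of the controls on component 1 but has the highest score of the 8 embryos on component 2 (26.3).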

We identified a total of 1,047 DEGs (525 up-regulated and 522 down-regulated) and a total of 76 differentially expressed miRNAs (DEMs) (54 up-regulated and 22 down-regulated) with statistical significance (one-way ANOVA, adjusted *P*-value <0.05; Fig 2E and F, Tables S2, and S3). 

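Of the 15388 genes tested in the mRNA datasets, 1089 (7.08%) had an unadjusted P under 0.05, where 769 would have it by chance. Among them, 539 were higher and 550 were lower in RA-treated embryos, and 202 had a fold change over 1.5. After Benjamini-Hochberg adjustment, 5 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2 higher and 3 lower. The adjusted count moved most with DESeq2's Wald test, to 35 genes. Of the 1047 genes that the paper lists in Table S2, 1044 were matched by symbol to a gene tested. All 1044 changed in the same direction, and 1008 had an unadjusted P under 0.05. *Ggnbp1* (ENSMUSG00000048731; chromosome 17 of GRCm38, 26973217 to 27036378) rose from 5.76 ± 0.542 CPM (SD, n = 4) in control embryos to 36.9 ± 3.47 CPM (SD, n = 4) in RA-treated embryos, a log2 fold change of 2.67 (SE 0.102, adjusted p = 3.63e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Zbtb9* (ENSMUSG00000079605; chromosome 17, 26973167 to 26976205) overlaps *Ggnbp1* in the deposited coordinates, as *Bak1* does, so the counts of these genes are uncertain. It fell by 3.43 on the log2 scale (SE 0.272, adjusted p = 0.000978 from the same edgeR test). *Mapk14* (ENSMUSG00000053436; chromosome 17, 28691342 to 28748404) rose by a log2 fold change of 0.92 (SE 0.0796, adjusted p = 0.00162 from the same edgeR test), and *Stau1* (ENSMUSG00000039536; chromosome 2, 166947549 to 166996299) fell by 0.55 on the log2 scale (SE 0.0416, adjusted p = 0.000978 from the same edgeR test). *Gm28051* (ENSMUSG00000098530; chromosome 12, 102719975 to 102757765) had 3.96 ± 0.382 CPM (SD, n = 4) in control embryos and no more than 3 reads in any RA-treated embryo, which made it at least 21.6-fold lower (adjusted p = 0.000978 from the same edgeR test). It overlaps 4 other tested genes, so its counts are uncertain too. For each of these 5 genes, the values of the 4 RA-treated embryos did not overlap those of the 4 control embryos (two-sided exact permutation test, p = 0.0286 each).

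**Figure D2:**
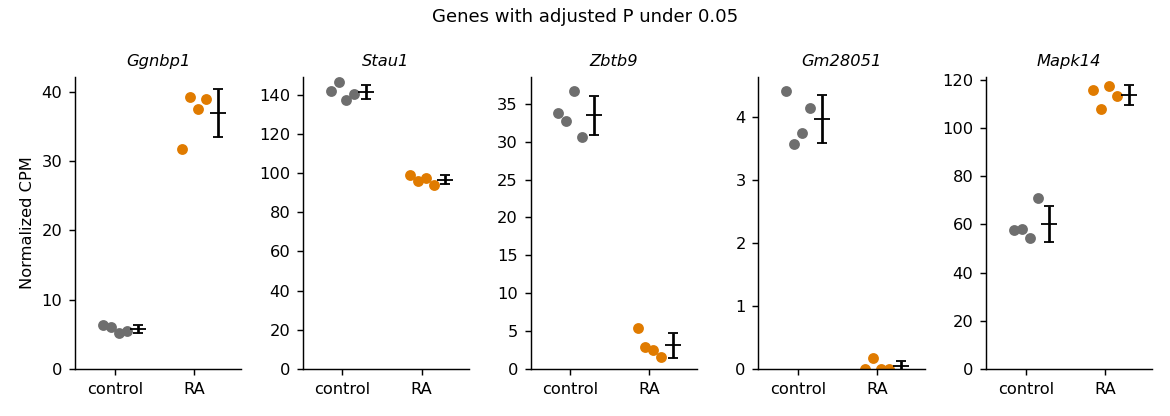
Normalized CPM of the 5 genes with an adjusted P under 0.05, on axes that start at 0. Each point is 1 embryo, grey for control and orange for RA-treated, and bars give the mean and SD of 4 embryos. In every panel the 4 RA-treated embryos lie apart from the 4 control embryos.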

The agglomerative hierarchical clustering of the DEG and DEM using Pearson correlation coefficient and average distance also supported the dominant differences between treatments. Cluster analysis with approximately unbiased (AU) *P*-values and bootstrap probability (BP) values showed that two main groups were identified, significant at least at the 95% CI (*P* <0.05, Fig 2G and H).

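The 8 libraries were clustered by average linkage on the Pearson correlation of their centred log2 CPM values. Over the 1089 genes with an unadjusted P under 0.05, the 2 main branches placed all 8 embryos with their own group, and the 50 genes with the smallest P gave the same 2 branches. Over all 15388 genes tested, 6 of the 8 embryos lay on the branch of their own group. Control replicate 1 joined RA replicates 1, 2, and 4, and RA replicate 3 joined control replicates 2, 3, and 4. Genes chosen by their difference between the 4 embryos of any one part and the 4 others also placed all 8 embryos with their own part, in 35 of the 35 ways to divide the 8 embryos for genes with P under 0.05 and in 32 of the 35 for the 50 genes with the smallest P. Bootstrap probabilities were not computed.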

Table S2. Differentially expressed genes.

Table S3. Differentially expressed miRNAs.

The RA-synthesizing enzymes, Rdh10, Aldh1a2, and Aldh1a3 were abundantly expressed, and Cyp26b1 turned out to be the dominant subtype of enzyme for RA degradation, in agreement with the expression pattern of these genes in previous transcriptomic analysis of mouse embryonic craniofacial tissues (GSE62214 and GSE7759) (Fig S1). In addition, our results, along with the others, showed that mouse embryonic face expressed all isoforms of RA receptors including nuclear RA receptors (Rarα, Rarβ, Rarγ) and retinoid X receptors (Rxrα, Rxrβ, Rxrγ) (Fig S1). 

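Of the 13 RA metabolism and receptor genes, *Cyp26b1* (ENSMUSG00000063415; chromosome 6 of GRCm38, 84571414 to 84593908) had the highest level, with 301 ± 27.7 CPM (SD, n = 4) in control embryos and 332 ± 29.1 CPM (SD, n = 4) in RA-treated embryos, and its mean over the 8 embryos was above 97.1% of the genes tested. The mean over the 8 embryos was 2.95 CPM for *Cyp26a1* and 2.69 CPM for *Cyp26c1*, the other genes for RA degradation. Among the genes for RA synthesis, *Aldh1a3* had a mean of 71.5 CPM, *Aldh1a2* 48.9 CPM, and *Rdh10* 37.3 CPM, above 74.8%, 65.0%, and 57.7% of the genes tested, respectively. *Aldh1a1* had a mean of 0.413 CPM and was too low to be tested. When exon length was taken into account, *Cyp26b1* stayed the highest at 59.1 FPKM and *Aldh1a2* moved from rank 7 to rank 4 of the 13 genes.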

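Reads of all 6 receptor genes were counted in the embryonic faces. The mean level over the 8 embryos was 238 CPM for *Rarg*, 197 CPM for *Rxra*, 90.9 CPM for *Rara*, 72.9 CPM for *Rxrb*, and 41.5 CPM for *Rarb*. *Rxrg* was the lowest of the 6 at 2.46 CPM, above 14.3% of the genes tested.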

*Rxrγ* was expressed at a lower level in the epithelium and mesenchyme of all facial prominences between E10.5 and E12.5, although relatively abundant *Rxrγ* was found in MdP (GSE7759), primarily in the mandibular mesenchyme (GSE62214) (Feng et al, 2009; Hooper et al, 2017). No significant differences in the expression of these genes were noticed between the control mouse embryos and RA-induced mouse embryos (Fig S1A).

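None of the 12 genes of this list that could be tested had an unadjusted P under 0.05 between RA-treated and control embryos, and none had an adjusted p under 0.05, either over all genes or adjusted over the list alone. The change of largest size was in *Aldh1a3*, which was 83.3 ± 30.4 CPM (SD, n = 4) in control embryos and 59.7 ± 19.6 CPM (SD, n = 4) in RA-treated embryos, a log2 fold change of -0.48 (SE 0.269, adjusted p = 0.751 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cyp26b1* changed by a log2 fold change of 0.14 (SE 0.0794, adjusted p = 0.743 from the same edgeR test). The log2 fold change of *Aldh1a3* was -0.21 without control replicate 4, the control embryo with the highest level (126 CPM), and -0.73 without RA replicate 2. Up to 3 of the 12 genes had an unadjusted P under 0.05 when 1 embryo was left out, and these were *Aldh1a3*, *Cyp26b1*, and *Rarb* without RA replicate 2.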

**Figure S1.**
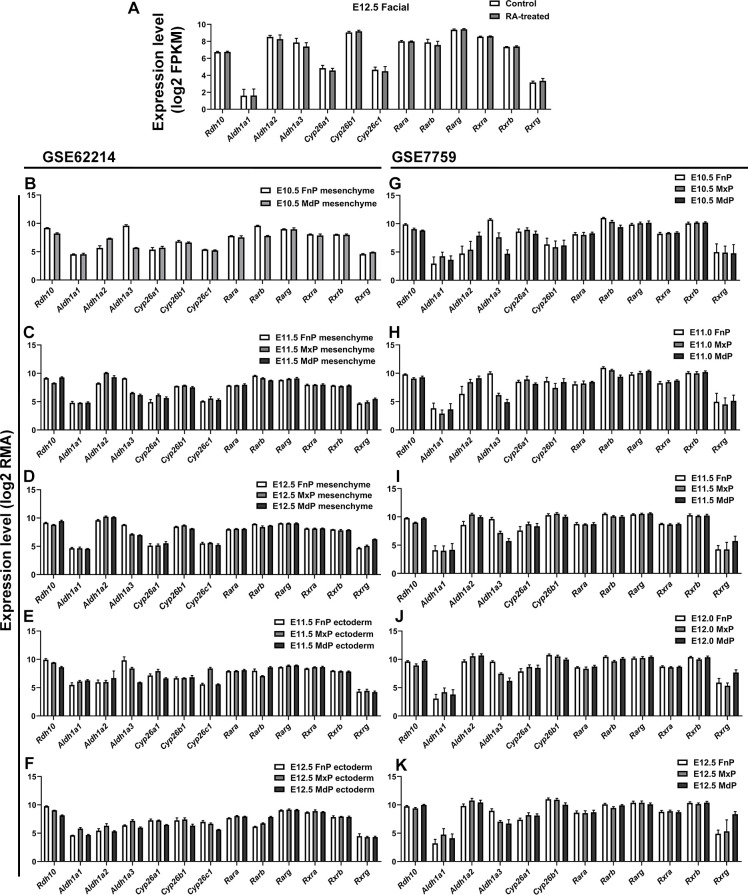
The expression pattern of RA metabolism–related genes in transcriptomic analysis of mouse embryonic craniofacial tissues. **(A)** The expression of RA metabolism–related genes between the control mouse embryos and RA-induced mouse embryos at E12.5. **(B, C, D, E, F, G, H, I, J, K)** The expression pattern of RA metabolism–related genes in previous transcriptomic analysis of mouse embryonic craniofacial tissues, in GSE62214 (B, C, D, E, F) and GSE7759 (G, H, I, J, K), respectively.

### Functional annotations and enrichment analysis revealed anomalous Wnt-related gene expression in RA-treated embryonic craniofacial prominences

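The female-specific transcript *Xist* (ENSMUSG00000086503; chromosome X of GRCm38, 103460375 to 103483217) had between 3062 and 3359 CPM in control replicates 2, 3, and 4 and 0.621 CPM in control replicate 1. In RA-treated embryos it had 3203 CPM in replicate 3 and no more than 0.818 CPM in the others. The Y-linked gene *Ddx3y* showed the opposite pattern, with 97.8 CPM in control replicate 1, between 85.2 and 92.1 CPM in RA replicates 1, 2, and 4, and 0 reads in the other 4 embryos. With the log2 CPM of *Xist* as a covariate, 1045 genes had an unadjusted P under 0.05, of which 584 were among the 1089 genes without the covariate, and 5 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.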

Given the heterogeneity of the samples with respect to the tissue compositions and sex differences (with three females and one male in the control group whereas one female and three males in the RA-induced group), small fold changes might still be biologically important. Therefore, all DEGs with statistical significance were functionally annotated and undertaken enrichment analysis with no fold change cutoffs. Considering our particular interest in the early embryonic signaling, the Gene Ontology biological process terms (GO-BP terms) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enriched in genes differentially expressed were analyzed in up-regulated and down-regulated genes induced by RA exposure, respectively. The enriched GO-BP terms were identified with DAVID functional annotation (DAVID v2022q2) which include DAVID Gene Functional Classification Tool and DAVID Functional Annotation Clustering Tool. The resulting enriched terms were ranked by gene count and the Wnt-signaling–associated terms were the only specific developmental pathway recognized in up-regulated DEGs with adjusted *P* <0.05 (Fig 3A, Table S4). No over-represented categories of GO-BP terms was identified in the down-regulated DEGs (Fig S2A). Furthermore, KEGG pathway analysis also recognized the over-represented genes involving Wnt signaling in the up-regulated DEGs, with 2.79-fold enrichment at adjusted *P* <0.05 (Fig 3B, Table S5). 

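The 12 up-regulated genes of Wnt signaling that the paper carries forward (Table S7) were all higher in RA-treated embryos, and 11 of them had an unadjusted P under 0.05 in edgeR's quasi-likelihood test. None had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 11 had an adjusted p under 0.05, which is not independent evidence, since the study chose the list on these samples. This number was between 0 and 4 when 1 embryo was left out, and it was 0 without control replicate 1, control replicate 4, RA replicate 1, RA replicate 3 or RA replicate 4. It was 6 with DESeq2's Wald test, 3 with *Xist* as a covariate, 2 with a filter of at least 1 read in 4 embryos, and 0 after removal of a trend with exon length and GC content. With the replicate number as a block it was 2. With the other alternatives it was between 9 and 12, with 10 under no filter. The value of 9 came with a CPM of at least 10, where 10 of the 12 genes were tested. *Fzd5* (ENSMUSG00000045005; chromosome 1 of GRCm38, 64730558 to 64737751) had 3.86 ± 1.03 CPM (SD, n = 4) in control embryos and 5.33 ± 0.574 CPM (SD, n = 4) in RA-treated embryos, a log2 fold change of 0.46 (SE 0.197, adjusted p = 0.699 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This level came from 30 to 96 reads per embryo. Every RA-treated embryo had a higher value than every control embryo (two-sided exact permutation test, p = 0.0286). The nearest values were 4.86 CPM from 77 reads in RA replicate 3 and 4.69 CPM from 75 reads in control replicate 2. The order of these 2 embryos is within counting error, so the complete separation is uncertain. *Tle1* had the smallest P of the list, with a log2 fold change of 0.17 (SE 0.0464, adjusted p = 0.664 from the same edgeR test). The largest fold change was that of *Rnf43*, with a log2 fold change of 0.50 (SE 0.184, adjusted p = 0.695 from the same edgeR test). *Jun* rose by a log2 fold change of 0.43 (SE 0.125, adjusted p = 0.664 from the same edgeR test); it overlaps the gene *Junos*, and *Ccnd3* overlaps *Bysl*, so the counts of both are uncertain. *Mapk9* was the gene without P under 0.05 (log2 fold change 0.15, SE 0.067). With *Xist* as a covariate, 6 of the 12 genes had an unadjusted P under 0.05, and the log2 fold change of *Ccnd3* was 0.22. That of *Btrc* was 0.062 after removal of the length and GC trend. Between 4 and 9 of the 12 had it when 1 embryo was left out. The number was 4 without control replicate 4, and the log2 fold change of *Fzd5* was then 0.29. Without RA replicate 2, the log2 fold change of *Ccnd3* was 0.17, against 0.34 with all embryos. That of *Jun* was 0.28 without RA replicate 3, and that of *Mapk9* was 0.096 without control replicate 1. A rise of these 12 genes does not by itself measure the output of the pathway. Feedback targets of canonical Wnt signaling did not move as a set (median log2 fold change 0.02, adjusted p = 0.631 from limma's camera test with Benjamini-Hochberg adjustment). The enrichment of Wnt signaling over other pathways was not recomputed, because pathway membership of the other genes was not used here.

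**Figure D3:**
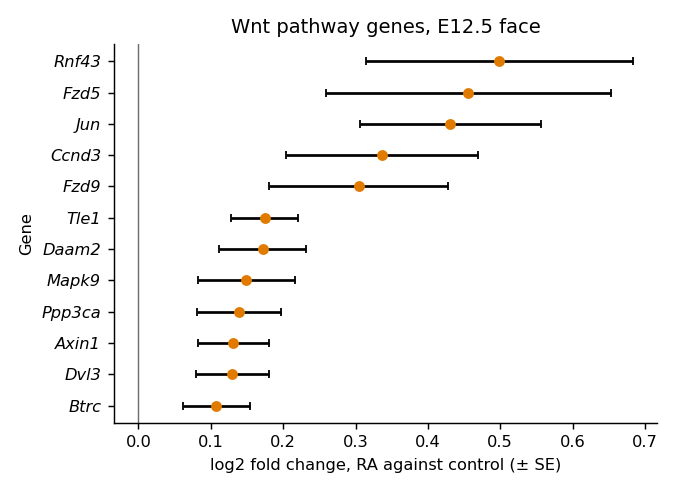
Log2 fold change between 4 RA-treated and 4 control embryos for the 12 Wnt pathway genes. Points are estimates of edgeR's quasi-likelihood fit and bars are ± 1 SE, with a vertical line at 0. All 12 points lie to the right of 0, from 0.11 for *Btrc* to 0.50 for *Rnf43*.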

Down-regulated DEGs lacked enrichment in any categories of specific developmental signaling pathways (Fig S2B).

**Figure 3.**
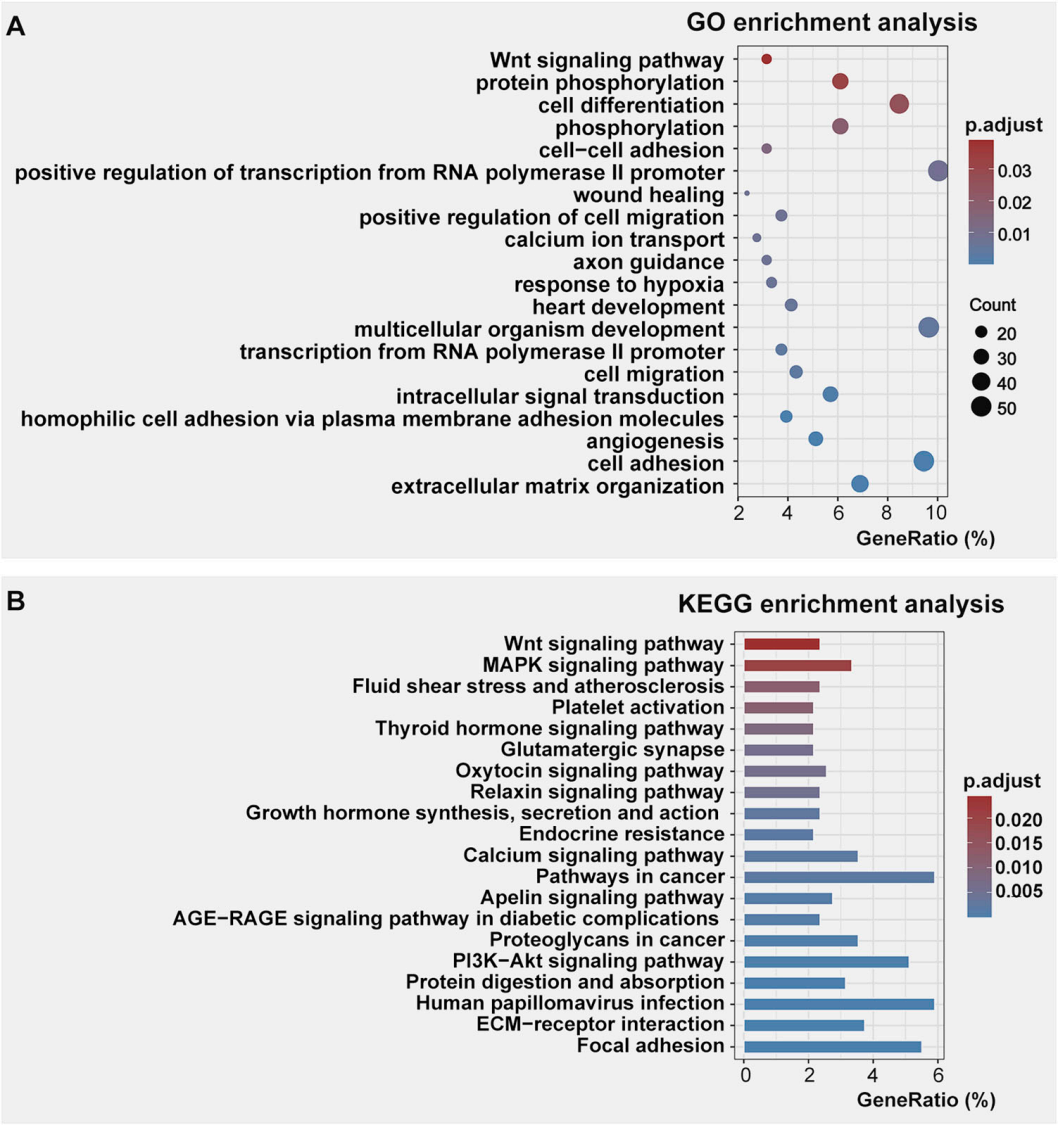
The top 20 Gene Ontology biological process terms and top 20 Kyoto Encyclopedia of Genes and Genomes pathways in enrichment analysis of up-regulated differentially expressed genes. **(A, B)** The colors of dots (A) and bars (B) indicate the adjusted *P*-value of the Fisher’s exact test. The dot size indicates the number of genes, and the X-axis represents the percentage of differentially expressed genes identified in each term.

Table S4. Gene Ontology biological process terms enriched in genes differentially expressed by prominence.

**Figure S2.**
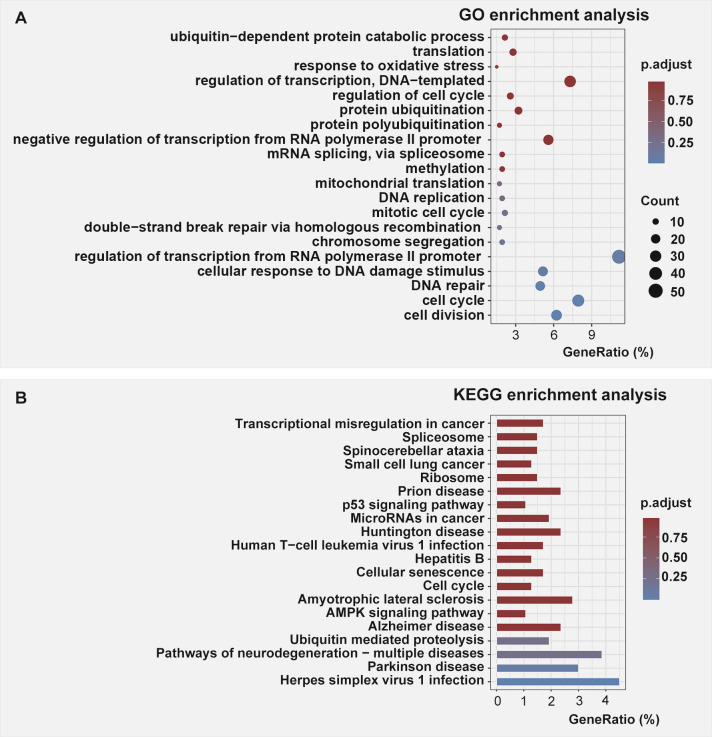
Enriched functional annotation and pathway analysis of down-regulated differentially expressed genes.

Table S5. Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis in genes differentially expressed by prominence.

### Identification of mouse-specific miRNA–gene interactions targeting the up-regulated genes in Wnt pathway in DEMs

First, we searched TargetScan 8.0 and miRWalk for potential miRNAs–gene interactions for the 12 up-regulated genes enriched in Wnt signaling in KEGG pathway analysis. miRNAs were only considered as potential regulators of these genes when predicted in both databases, and as a result, 1,584 miRNAs and 5,473 miRNA–gene interactions were initially identified (Table S6). Next, the overlapping miRNAs between these potential miRNA regulators and the RA-induced down-regulated DEMs were selected (Fig S3A). 26 nodes (14 DEMs and 12 Wnt genes) and 38 edges with 47 MREs in the mRNA of these 12 Wnt-related genes were identified (Fig 4A, Table S7). According to the maximal clique centrality (MCC) score calculated using cytoHubba plugin (version 0.1), miR-484 (MCC = 5) were identified as a hub miRNA. Four miR-484 binding sites on *Fzd5* 3′UTR were predicted by TargetScan (Fig S3B) and the miR-484: *Fzd5* mRNA association was further characterized using luciferase assay. 515 bp murine *Fzd5* 3′UTR containing either three clustered WT seed sequences of miR-484 or sense mutations of all these three seed sequence was cloned into *Sac* I/*Xba* I site of pmirGLO vector, respectively (Fig S3C). Reduced luciferase activities were observed in primary mouse embryonic mesenchymal cells and in HEK-293T cells co-transfected with pmirGLO-WT-*Fzd5* 3′UTR and miR-484 mimics, whereas no significant change was observed in cells co-transfected with pmirGLO-MUT-*Fzd5* 3′ UTR and miR-484 (Figs 4B and S3D). Scramble miRNA transfections were used as controls.

Table S6. miRNA–gene interactions.

**Figure S3.**
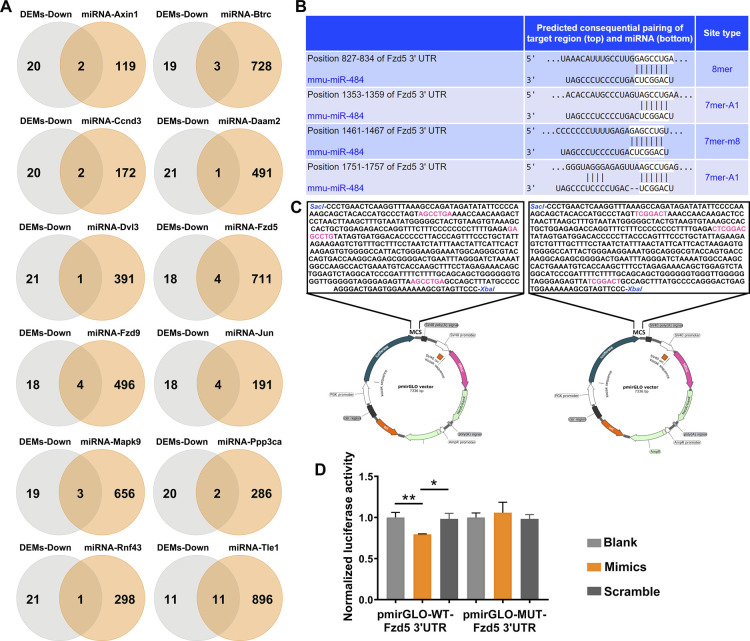
miRNAs in down-regulated differentially expressed miRNAs with potential targets of the up-regulated Wnt-related genes in differentially expressed genes. **(A)** Venn diagram showed the overlapping of down-regulated differentially expressed miRNAs and the potential miRNA regulators of the up-regulated 12 Wnt genes predicted by TargetScan and miRWalk. **(B)** miR-484–binding sites on 3′UTR of *Fzd5* predicted by TargetScan. **(C)** The 515 bp *Fzd5* 3′UTR containing mouse WT or sense mutation in the three clustered seed sequences of the miR-484–binding sites. **(D)** Luciferase assay showed the direct association of miR-484 and the 3′UTR of *Fzd5* in cultured 293T cells. The data were presented as means ± SD (n = 3). One-way ANOVA, Turkey’s test.

**Figure 4.**
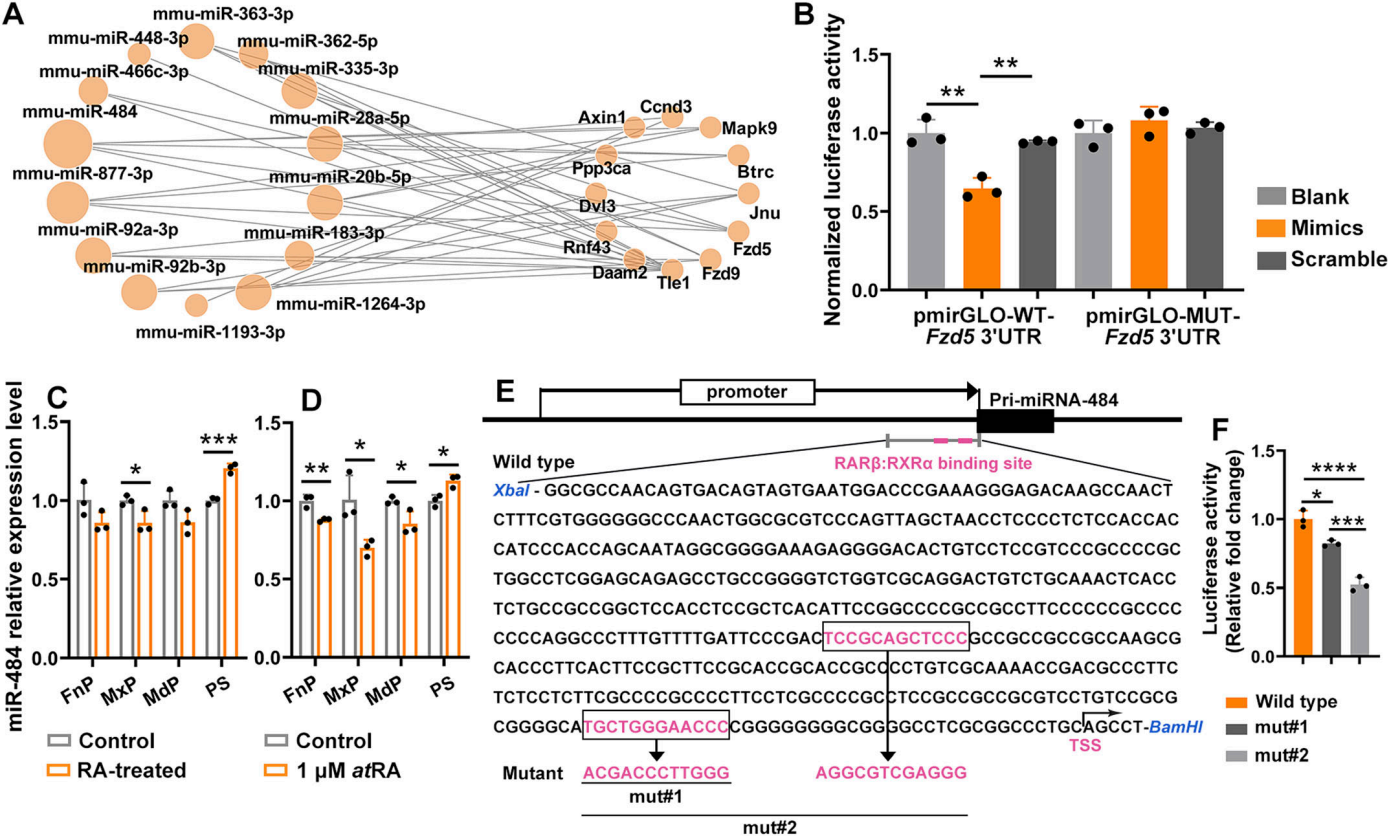
miR-484 was recognized as the hub regulator. **(A)** miRNA–mRNA regulatory network of the down-regulated differentially expressed miRNAs and the up-regulated Wnt-related genes induced by RA. The size of miRNA nodes indicated the number of their target genes. **(B)** *Fzd5* was verified to be the direct target miR-484 using luciferase assay. Luciferase reporter construct contained three clustered WT seed sequences of miR-484 or sense mutations of all three seed sequences were co-transfected with miR-484 mimics or scramble RNA into primary mouse mesenchymal cells. Luciferase activities were measured 48 h post transfection. The relative luciferase activities were normalized to blank controls of mock transfection. The data were presented as means ± SD (n = 3). **P < 0.01, one-way ANOVA, Turkey’s test. **(C)** The relative expression of miR-484 in each facial prominences of E12.5 embryos of RA-induced mice and controls. **(D)** The relative expression of miR-484 in cultured primary embryonic mesenchymal cells derived from E12.5 frontonasal prominence/maxillary processes/mandibular processes/PS, induced with or without 1 μM *at*RA. **(E)** The sequence of the miR-484 promoter containing WT or mutant retinoic acid response element, boxed and highlighted. The transcriptional start site was indicated. **(F)** Fold change of the expression of luciferase driven by the WT and the mutated promoter of miR-484 in response to 1 μM *at*RA induction. Values (C, D, F) were presented in means ± SD (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed, unpaired *t* test.

Table S7. miRNA–gene network.

The RA-induced change of expression of miR-484 was subsequently verified in vivo using qRT-PCR. Interestingly, distinctive regulation of miR-484 expression was observed in different facial prominences, with RA-induced down-regulation in E12.5 FnP/MxP/MdP and RA-induced up-regulation in E12.5 palate shelves (Fig 4C). We further verified the prominence-specific regulation of miR-484 in vitro using cultured primary mesenchymal cells collected from each individual prominence. Reduced miR-484 expression in mesenchymal cells derived from E12.5 FnP/MxP/MdP whereas elevated expression of miR-484 in mesenchymal cells derived from E12.5 palate shelved were observed upon 1 μM *at*RA induction (Fig 4D). 1,442 bp sequence of the proximal-promoter region from −1,437 to +5 upstream with respect to the transcription start site of miR-484 gene was used to identify the potential presence of RARE. Two putative RAR-binding motifs were found at −40 to −29 and −190 to −179 (Fig 4E). A 500 bp promoter–enhancer region containing the WT or mutant sequence of RAREs was cloned into the vector pEZX-FR01, which were transiently expressed in HEK-293T cells and then induced with or without 1 μM *at*RA, respectively. The RA-induced fold change of the relative expression of luciferase driven by promoter containing mutated proximal RA cis-regulatory element (mut#1) was significantly reduced, compared with that driven by the WT promoter (Fig 4F). Mutation of both RAREs (mut#2) in the promoter resulted in further decreases in the RA-induced luciferase reporter gene expression. The results confirmed the predicted cis-acting motif in the proximal-promoter region of *miR-484* gene per se was RA responsive.

### RA enhanced Wnt signaling and induced Wnt-related gene expression during early craniofacial development

The Wnt activities were determined in E12.5 mouse primary craniofacial mesenchymal cells and in E12.5/E13.5 mouse embryonic palatal mesenchymal (MEPM) cells using Wnt reporter TOP/FOP-flash. The mesenchymal cells were isolated from E12.5 MxP, E12.5 MdP, E12.5, and E13.5 PS, respectively, from the embryos of control and RA-treated pregnant mice. The MEPM cells collected from E13.5 mouse PS were used as references for palatal development that were widely used by others.

The elevated relative luciferase activities were observed in RA-treated E12.5 MxP mesenchymal cells compared with their untreated controls, whereas no significant change of Wnt activities was observed in E12.5 MdP mesenchymal cells (Fig 5A). On the contrary, reduced luciferase activities were observed in E12.5 and E13.5 MEPM cells collected from RA-induced mouse embryos. The results corroborated the RA-induced inhibition of Wnt signaling in the developing palate, as also indicated in previous studies by demonstrating RA-induced down-regulation of Wnt effector, β-catenin, in embryonic palate (Hu et al, 2013). Our results suggested that the embryonic facial prominence responded to RA-induction in a temporospatial-specific manner and indicated a distinctive patterning between early craniofacial and late palatal development. The expression of selected differentially expressed Wnt-related genes were validated using quantitative qRT–PCR in the correspondent E12.5 embryonic craniofacial tissues E12.5 (Fig S4). The expression of *Fzd5*, *Fzd9*, and their downstream effector, *Dvl3*, were further determined in each facial prominence over time course from E10.5 to E12.5 at 24 h intervals and in E13.5 palate shelves, respectively. The expression of *Fzd5* and *Dvl3* was up-regulated in RA-induced E12.5 FnP/MxP and down-regulated in E12.5 PS, whereas no significant changes in the expression of *Fzd5* and *Dvl3* in E12.5 MdP were observed (Fig 5B and C). However, early RA exposure did not induce any significant changes in *Fzd9* expression in all facial prominences at all developmental stages, except significant up-regulation in E10.5 MdP (Fig 5D). A trend of increasing in *Fzd5* and *Fzd9* expression over development, from E10.5 to E12.5, was noticed in all three facial prominences (Fig 5B and D).

**Figure 5.**
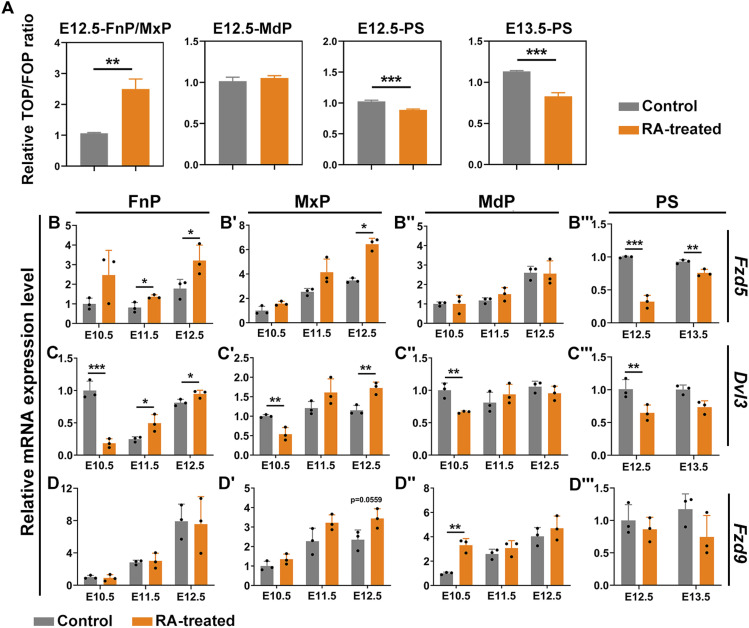
RA induced Wnt activities and Wnt-related gene expression in frontonasal prominence/maxillary processes. **(A)** TOP/FOP luciferase reporter assays in the mesenchymal cells derived from each E12.5 craniofacial prominences and from E12.5/E13.5 PS of control and RA-treated embryos. Relative Wnt/β-catenin signaling activity was determined as a ratio of firefly/Renilla luciferase intensity. The data were presented as means ± SD (n = 3). **P < 0.01, ***P < 0.001, two-tailed, unpaired *t* test. **(B, C, D)** qRT-PCR of the expression of Wnt-related genes in each facial prominence and palate shelves of embryos between E10.5 and E13.5 of control and RA-treated mice. **(B, B‴, C, C‴, D, D‴)** The expressions of *Fzd5* (B, B‴) *Dvl3* (C, C‴) and *Fzd9* (D, D‴) were referred as relative values of the expression of *GAPDH* and normalized to that of each E10.5 facial prominence from control mice. Gene expression in PS was normalized to that of the E12.5 PS from control mice. Values were presented in means ± SD (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed, unpaired *t* test.

**Figure S4.**
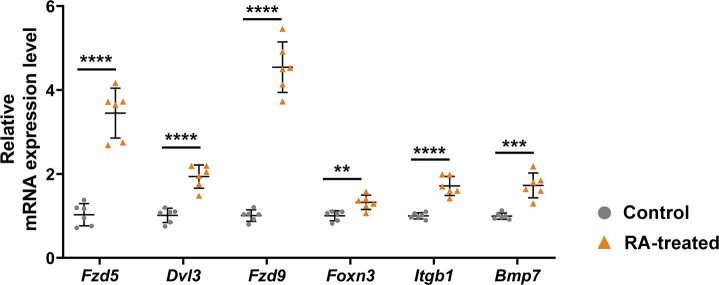
Verification of the expression of selected Wnt-related or Wnt-regulated genes in differentially expressed genes of our sequencing dataset using quantitative RT–PCR in E12.5 mouse faces. Values were presented in means ± SD (n = 6). **P < 0.01, ***P < 0.001, ****P < 0.0001, two-tailed, unpaired *t* test.

### Identification of Wnt-regulated DEGs that associated with craniofacial malformation

Activation of canonical Wnt pathway results in the accumulation of cytoplasmic β-catenin and the acceleration of its translocation in nucleus, where it binds TCF/LEF family of transcription factors to enhance target gene expression (Doumpas et al, 2019). 

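Of the 867 genes that Table S8 lists as targets of TCF7L2 or LEF1, 431 were among the 15388 genes tested. Of these, 19 (4.41%) were higher in RA-treated embryos with an unadjusted P under 0.05, against 3.50% of all genes tested. The odds ratio was 1.28 (one-sided Fisher's exact test, p = 0.181). The odds ratio fell to 0.852 when control replicate 1 was left out and rose to 1.67 when control replicate 2 was left out (one-sided Fisher's exact test, p = 0.0143). All 18 genes that the study selected were among the 19, and the other gene was *Ltbp3*. The 18 include *Ggnbp1*, whose counts are uncertain because it overlaps *Zbtb9*. The summed counts of *Ggnbp1* and *Zbtb9* had a log2 fold change of 0.026.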

Searching hTFtarget for the potential target genes regulated by TCF7 and LEF1, we identified 18 target genes that were also up-regulated in our transcriptome datasets (Table S8). Subsequently, the following key words: cleft lip or cleft palate or orofacial cleft or craniofacial phenotype, were used to search Mouse Genome Informatics database. The key words: cleft lip or cleft palate or orofacial cleft or craniofacial malformations were used to search MalaCards, a comprehensive automatically mined database of human diseases. We then obtained 1,751 genes related to facial malformations in either humans or mice after filtering redundant terms (Table S9). 

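Of the 1751 genes of Table S9, 1442 were among the genes tested in the embryonic faces. Of these, 100 (6.93%) were higher in RA-treated embryos with an unadjusted P under 0.05, which gave an odds ratio of 2.29 over all genes tested (one-sided Fisher's exact test, p = 1.51e-11). Genes are not independent samples, so this p describes the overlap of the lists and not the spread between embryos. With genes above the median level as the background, the odds ratio was 2.18, and it lay between 1.82 and 2.74 when 1 embryo was left out.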

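Of the 19 up-regulated targets of Table S8, 3 were also in Table S9: *Foxn3*, *Itgb1*, and *Ltbp3*. *Foxn3* (ENSMUSG00000033713; chromosome 12 of GRCm38, 99194980 to 99450111) had 45.6 ± 7.29 CPM (SD, n = 4) in control embryos and 54.9 ± 4.29 CPM (SD, n = 4) in RA-treated embryos, a log2 fold change of 0.27 (SE 0.113, adjusted p = 0.699 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the RA-treated embryos, 3 lay above every control embryo (two-sided exact permutation test, p = 0.0571, n = 4 and 4). *Itgb1* (ENSMUSG00000025809; chromosome 8, 128685654 to 128733200) had 414 ± 10.4 CPM (SD, n = 4) and 445 ± 13.3 CPM (SD, n = 4), respectively, a log2 fold change of 0.10 (SE 0.0409, adjusted p = 0.695 from the same edgeR test). The 4 RA-treated embryos all lay above the control embryos (two-sided exact permutation test, p = 0.0286). When 1 embryo was left out, the log2 fold change of *Foxn3* ranged from 0.17 to 0.34, with the lowest value without control replicate 1. That of *Itgb1* ranged from 0.087 to 0.12. Each of these 2 genes had an unadjusted P under 0.05 in 4 of the 8 fits without 1 embryo. With *Xist* as a covariate, that of *Foxn3* was 0.44, and that of *Itgb1* was 0.098, no longer with an unadjusted P under 0.05. *Ltbp3* had a log2 fold change of 0.27 (adjusted p = 0.704 from the same edgeR test).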

Among the 18 Wnt-regulated DEGs, we eventually identified two of them, *Itgb1* and *Foxn3*, associated with deregulated facial morphogenesis in human and mouse (Fig 6A). Foxn3 belong to the fork head family of transcription factors and has been implicated in regulating osteogenesis in craniofacial development (Samaan et al, 2010; Schmidt et al, 2011). Overlapping craniofacial defects were observed in mice with loss-of-function mutation of Foxn3 and in human patients with 14q32.11 deletion encompassing *FOXN3*. Itgb1 (integrin β1) is a member of the integrin superfamily and positively regulates Wnt signaling by inducing β-catenin, which in turn, activates *Itgb1* expression (Gu et al, 2022). The expression of *Itgb1* was shown to correlate with osteogenic differentiation via modulating Wnt signaling (Yang et al, 2020). The influence of RA exposure on the expression of *Foxn3* and *Itgb1* in each facial prominence was verified using quantitative qRT–PCR. Our results demonstrated the significantly elevated expression of *Foxn3* in FnP and MxP of the E11.5 and E12.5 mouse embryos of RA-treated mice (Fig 6B and C). Non-significant trend of RA-induced increasing in *Itgb1* expression was also observed in the FnP/MxP from E10.5–E12.5 (Fig 6E and F). The expression of *Foxn3* and *Itgb1* in MdP at all developmental stages were not affected by RA exposure compared with those of the controls (Fig 6D and G). We also noticed the trend of increasing expression of *Foxn3* and *Itgb1* in all prominences with respect to the developmental age, consistent with the tempospatial-specific increasing of *Fzd5* expression and the osteoblasts/chondroblasts differentiation underlining the facial mesenchymal programing (Fig 6B–G). The expression of *Foxn3* and *Itgb1* was down-regulated/unchanged in E12.5 and E13.5 PS in RA-treated embryos compared with that of the controls, consistent with the pattern of the changes of Wnt activities in these tissues in RA-treated embryos (Fig 6H and I). The correlation analysis using our mRNA transcripomic datasets again revealed the positive correlation between the expression of *Foxn3*/*Itgb1* and *Fzd5*, respectively, supporting a Wnt-mediated expression of *Foxn3* and *Itgb1* in early craniofacial development and a pivotal role of Wnt signaling in regulating mesenchymal differentiation (Fig 6J).

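Over the 8 embryos, the raw counts of *Fzd5* and *Foxn3* had a Pearson r of 0.764 (exact permutation p = 0.0216, adjusted p = 0.0216 over 2 relations) and a Spearman rho of 0.786 (exact permutation p = 0.0279). The raw counts of *Fzd5* and *Itgb1* had a Pearson r of 0.837 (exact permutation p = 0.0108, adjusted p = 0.0216 over 2 relations) and a Spearman rho of 0.833 (exact permutation p = 0.0154). Raw counts also rise with the total count of a library, with which *Fzd5* had an r of 0.85 (exact permutation p = 0.0137), *Foxn3* an r of 0.603 (exact permutation p = 0.108) and *Itgb1* an r of 0.953 (exact permutation p = 0.000843). The Spearman rho with the total count was lower for *Fzd5* (0.571), and it was 0.643 for *Foxn3* and 0.905 for *Itgb1*. On log2 CPM, r was 0.396 with *Foxn3* (exact permutation p = 0.273) and 0.406 with *Itgb1* (exact permutation p = 0.33). The rho on log2 CPM was 0.619 (exact permutation p = 0.115) and 0.738 (exact permutation p = 0.0458), respectively. When the mean of each group was subtracted, r was -0.0606 (exact permutation p = 0.871) and -0.35 (exact permutation p = 0.44). Without control replicate 4 and RA replicate 4, the 2 embryos farthest from the median of *Fzd5*, r on raw counts was 0.742 with *Foxn3* (exact permutation p = 0.0903, n = 6) and 0.932 with *Itgb1* (exact permutation p = 0.00972, n = 6). The r with *Foxn3* was thus close to that over all 8 embryos, while its p was above 0.05 over the 6. Its p was also above 0.05 without control replicate 4 alone (exact permutation p = 0.0764, n = 7) and without RA replicate 2 alone (exact permutation p = 0.0573, n = 7). The r with *Itgb1* was 0.698 without control replicate 4 alone (exact permutation p = 0.0724, n = 7). Its p stayed under 0.05 without any other single embryo. On log2 CPM without control replicate 4 and RA replicate 4, r was 0.768 with *Foxn3* (exact permutation p = 0.0944, n = 6) and 0.863 with *Itgb1* (exact permutation p = 0.0194, n = 6). The paper reads its positive correlations of *Fzd5* with *Foxn3* and *Itgb1* as further support for an expression of both that is mediated by Wnt.

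**Figure D4:**
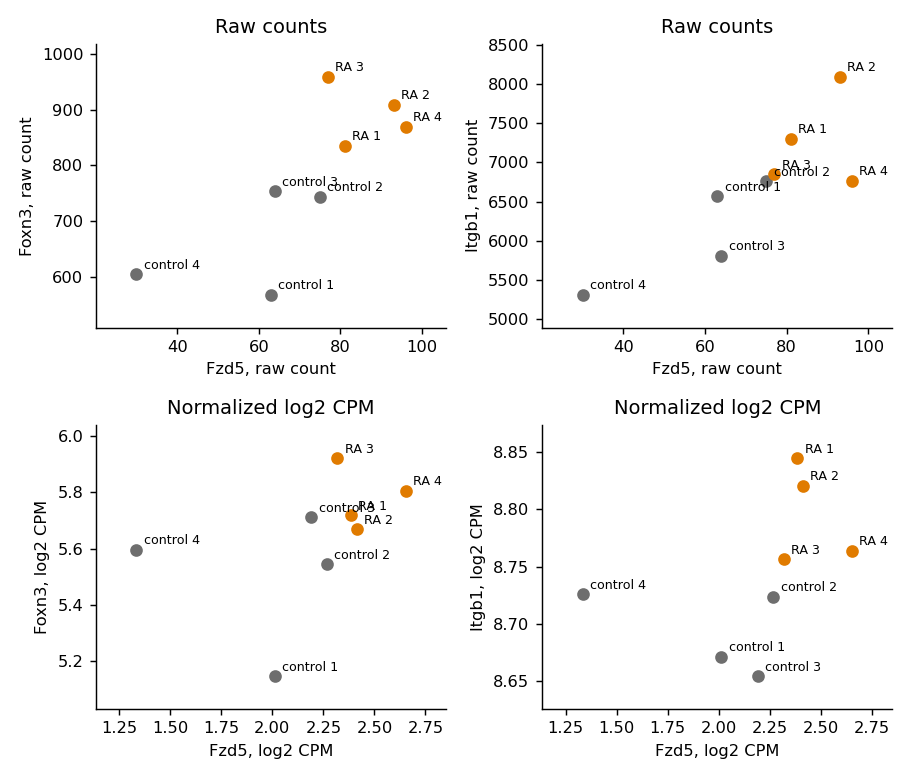
*Fzd5* against *Foxn3* (left) and *Itgb1* (right) in the 8 embryos, as raw counts (top) and as normalized log2 CPM (bottom). Each point is 1 embryo, grey for control and orange for RA-treated. Control replicate 4, with 30 reads of *Fzd5*, lies far to the left in all 4 panels.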

Table S8. Transcription factor (TF) target genes. Potential target gene regulated by TCF7 and LEF1 were searched in hTFtarget databases.

Table S9. Craniofacial malformations–related genes. Craniofacial malformations–related genes are represented in the table by Malacard and Mouse Genome Informatics databases with the following keywords: cleft lip or cleft palate or orofacial cleft or craniofacial phenotype, were used to search Mouse Genome Informatics database, and cleft lip or cleft palate or orofacial cleft or craniofacial malformations were used to search MalaCards.

**Figure 6.**
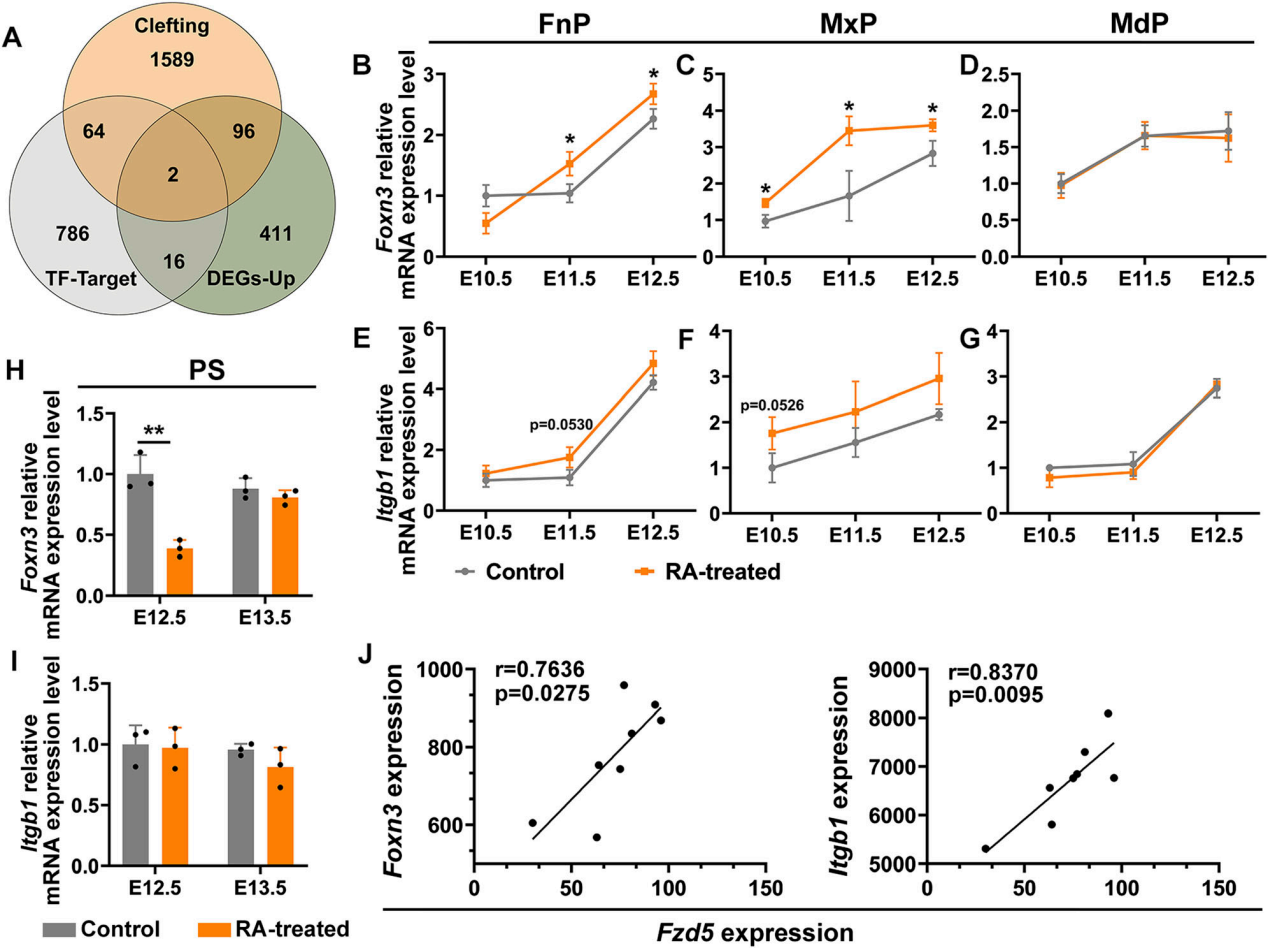
Two Wnt-activated genes, *Foxn3* and *Itgb1*, cleft-associated, were induced in embryonic face by early RA exposure. **(A)** Venn diagram identified *Foxn3* and *Itgb1* in up-regulated differentially expressed genes were regulated by Wnt, recognized in hTFtarget databases, and were associated with deregulated facial morphogenesis, recognized in Mouse Genome Informatics and MalaCards databases. **(B, C, D)** qRT-PCR analysis showed the relative expression of *Foxn3* in frontonasal prominence (B), maxillary processes (C), and mandibular processes (D) from E10.5–E12.5, respectively. *P < 0.05, two-tailed, unpaired *t* test. **(E, F, G)** qRT-PCR analysis showed the relative expression of *Itgb1* in frontonasal prominence (E), maxillary processes (F) and mandibular processes (G) from E10.5–E12.5 mouse embryos of control and RA-treated mice, respectively. **(H, I)** qRT-PCR analysis showed the relative expression of *Foxn3* (H) and *Itgb1* (I) in E12.5 and E13.5 PS from control and RA-treated mouse embryos. **P < 0.01, two-tailed, unpaired *t* test. **(J)** Scattered plots of correlation between the expression of *Fzd5* and *Foxn3* or *Itgb1* in our mRNA-seq datasets. Pearson correlation analysis showed significant positive correlation (r = 0.7636, *P* = 0.0275) between the expression of *Fzd5* and *Foxn3*, and significant positive correlation (r = 0.8370, *P* = 0.0095) between the expression of *Fzd5* and *Itgb1*, respectively.

### Increased expression of osteogenic genes in craniofacial tissues and the enhanced osteogenesis in RA-treated mouse embryos

Both *Itgb1* and *Foxn3* null mutant mice displayed a range of abnormal craniofacial morphology, with cleft palate and abnormal ear development observed in *Itgb1-KO* mice, whereas defective development of the overall skull including frontal, parietal, mandible, palatal, and dental bones was observed in *Foxn3*-KO mice (Aszodi et al, 2003; Samaan et al, 2010). In addition, a number of osteogenic genes, including *Bmp2*, *Bmp4*, *Bmp7*, and *RUNX2*, were shown to be transcriptionally regulated by Foxn3 (Samaan et al, 2010). 

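*Bmp7* (ENSMUSG00000008999; chromosome 2 of GRCm38, 172868012 to 172940321) had 117 ± 4.4 CPM (SD, n = 4) in control embryos and 129 ± 6.83 CPM (SD, n = 4) in RA-treated embryos at E12.5. The log2 fold change was 0.15 (SE 0.0517, adjusted p = 0.695 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of the 4 RA-treated embryos was above every control embryo (two-sided exact permutation test, p = 0.0286). The margin was narrow, with 120.8 CPM in RA replicate 2 against 120.5 CPM in control replicate 1. When 1 embryo was left out, the log2 fold change stayed between 0.11 and 0.17, with an unadjusted P under 0.05 in 6 of the 8 fits. With *Xist* as a covariate, the log2 fold change was 0.13, no longer with an unadjusted P under 0.05.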

The expression of *Bmp7* was also found to be increased in our transcriptomic profile of RA-induced embryos compared with that of the controls. We therefore verified the expression of *Bmp7* in facial prominences using qRT–PCR. Enhanced expression of *Bmp7* was observed in E10.5–E12.5 FnP/MxP, whereas reduced expression of *Bmp7* was observed in E12.5–E13.5 PS, consistent with the inhibition of Wnt signaling and decreased Wnt-related gene expression in RA-induced embryonic palate tissues (Fig 7A). In addition, expression profiling of osteogenic and chondrogenic marker genes in the E12.5 embryonic facial tissues also revealed the prominence-specific pattern of differentiation in response to excessive RA signaling. The expression of osteoblast markers (*Alp*, *Runx2*, and *Col1a1*) was increased whereas the expression of cartilaginous markers (*Sox9*, *Sox5*, *Sox6*, *Col2*, and *Col10a1*) was decreased in the MxP of RA-treated embryos, compared with that of the control mouse embryos (Fig 7). On the contrary, reversed pattern of these gene expressions was observed in the palate shelves of RA-treated embryos, compared with that of the control mice (Fig 7B). We further collected the E12.5 maxillary mesenchymal cells and E12.5 MEPM cells from the control mouse embryos and cultured in osteogenic medium with or without 0.5 μM *at*RA for analysis of osteogenesis in vitro. The expression of osteogenic genes was characterized using qRT–PCR. Our results showed that in vitro treatment of 0.5 μM *at*RA also increased the early expression of *Alpl* and the late expression of *Col1a1* in cultured MxP mesenchymal cells, control cells treated with vehicles (Fig 7C). The expressions of *Alpl*, *Runx2*, and *Col1a1* were down-regulated in PS mesenchymal cells with 0.5 μM *at*RA treatment, compared with that of the controls (Fig 7C). Alkaline phosphatase staining and alizarin red staining further confirmed RA-promoted osteogenic differentiation in maxillary-derived mesenchymal cells and inhibited osteogenic differentiation in PS-derived mesenchymal cells in vitro (Fig 7D–F). In addition, analysis of the phenotypes of both chondrocranium and dermatocranium of E15.5 mouse embryos revealed the presence of palatoquadrates that was supposed to be found in primitive jawed vertebrates, in agreement of previous report (Vieux-Rochas et al, 2007) and enhanced osteogenesis in the proximal end of MxP/MdP in RA-induced mouse embryos (Fig 8A–F and A′–F′). These results suggested that the distinctive pattern of gene expression and differentiation in respond to RA induction was facial prominence-specific (Fig 8G).

**Figure 7.**
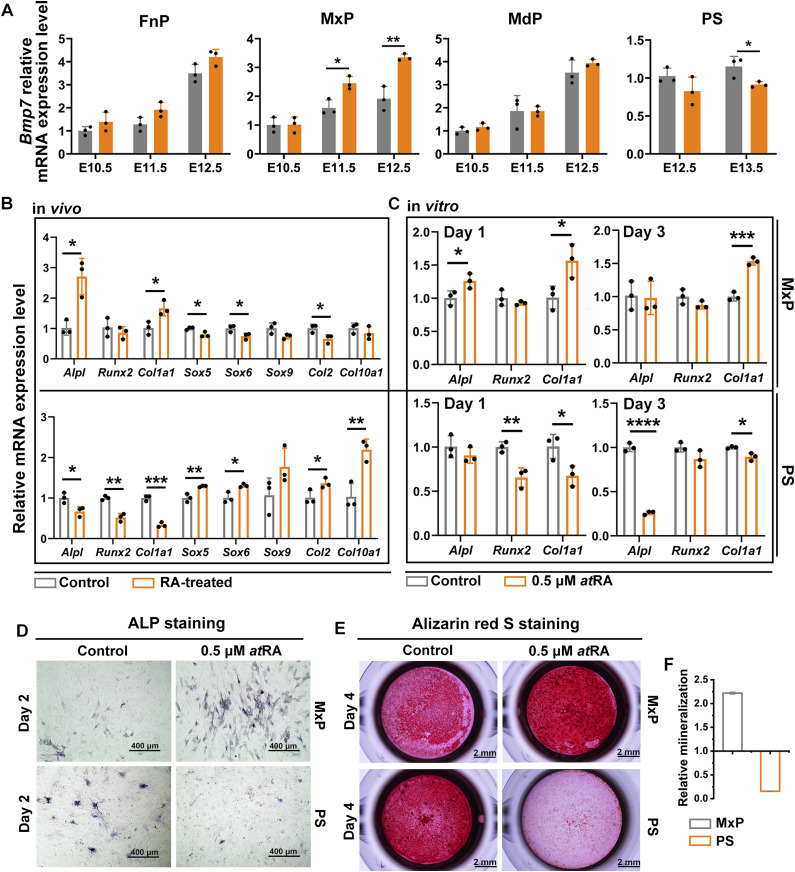
RA induced the expression of osteogenic genes and enhanced osteogenic differentiation of mouse craniofacial mesenchymal cells. **(A)** qRT-PCR analysis showed the relative expression of *Bmp7* in frontonasal prominence, maxillary processes, mandibular processes and PS from E10.5–E13.5 mouse embryos of control and RA-treated mice. **(B)** qRT-PCR analysis of the expression of early (*Alpl*, *Runx2*), late *(Col1a1*) osteogenic differentiation genes, and cartilaginous markers (*Sox9*, *Sox5*, *Sox6*, *Col2*, and *Col10a1*) in maxillary-derived or PS-derived mesenchymal cells from E12.5 embryos of control and RA-treated mice. **(C)** qRT-PCR analysis of the expression of *Alpl*, *Runx2*, and *Col1a1* in maxillary-derived mesenchymal cells from E12.5 embryos of control mice induced with or without 0.5 μM atRA for 1 or 3 d. **(D)** Alkaline phosphatase staining of the maxillary-derived mesenchymal cells or PS-derived mesenchymal cells from E12.5 control mouse embryos cultured in osteogenic medium with or without 0.5 μM RA for 2 d. (Scale bar = 400 μm). **(E)** Alizarin red S staining of the maxillary-derived or PS-derived mesenchymal cells from E12.5 embryos of control mice cultured in osteogenic medium for 4 d with or without 0.5 μM RA in maxillary-derived mesenchymal cells and PS-derived mesenchymal cells. (Scale bar = 4 mm). **(F)** Mineralization quantitated from stained mineral deposits. Values were presented in means ± SD (n = 3). *P < 0.05, **P < 0.01, **P < 0.01, two-tailed, unpaired *t* test.

**Figure 8.**
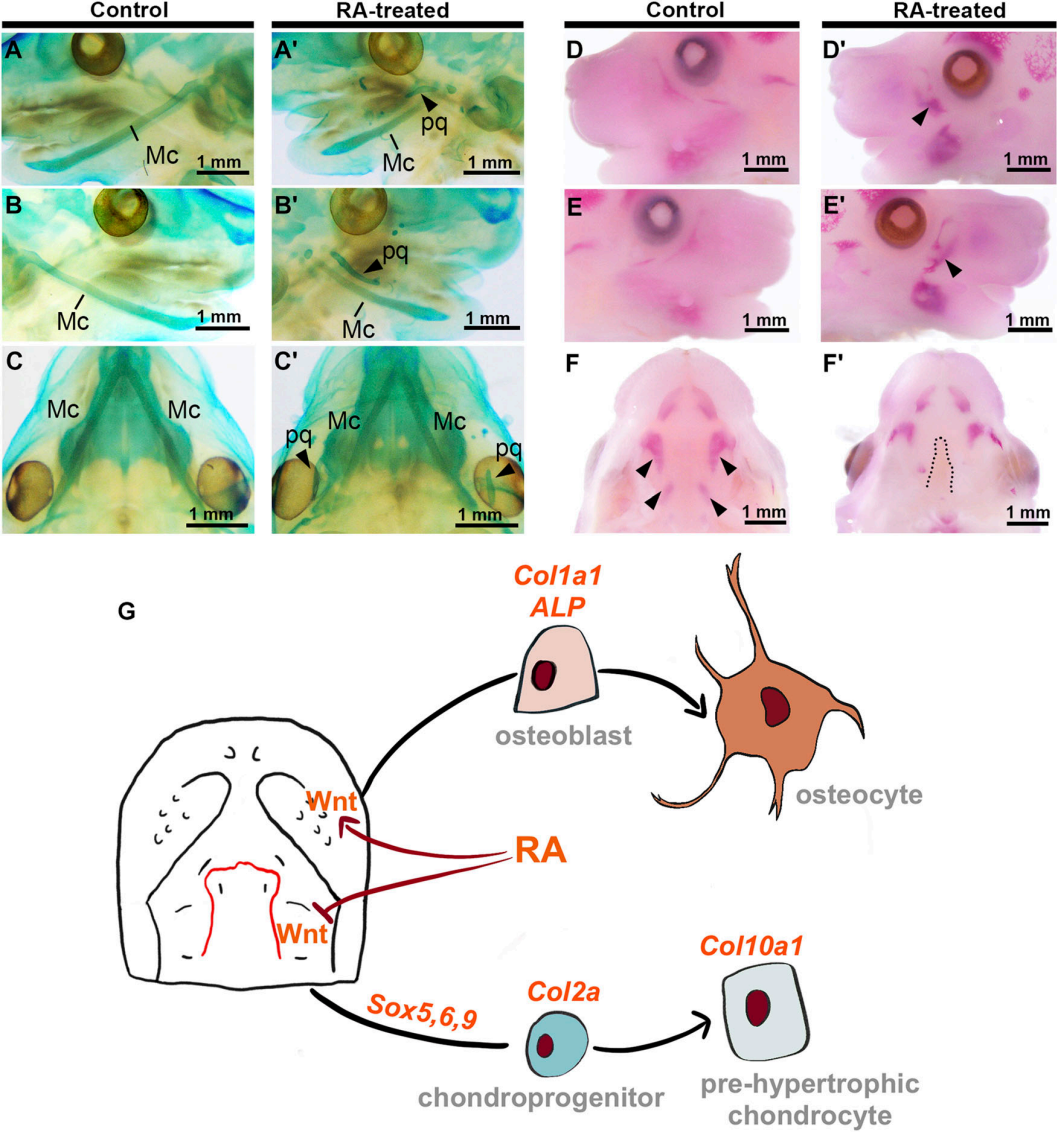
Cartilage staining and osteogenesis staining of E15.5 embryos. **(A, A′, B, B′, C, C′)** Lateral (A, B, A′, B′) and caudal (C, C′) views of cartilage staining of E15.5 control (A, B, C) and RA-treated (A′, B′, C′) embryos. Arrowheads indicate the aberrant palatoquadrates in an RA-treated embryo. **(D, D′, E, E′, F, F′)** Lateral (D, D′, E, E′) and caudal (F, F′) views of cartilage staining of E15.5 control (D, E, F) and RA-treated (D′, E′, F′) embryos. Arrowheads indicate enhanced osteogenesis, dotted line showed failed fusion of PS in RA-treated mice. Scale bars: 1 mm; Meckel’s cartilage, Mc; pq, palatoquadrates. **(G)** Schematic of gene expression and differentiation in response to RA-induction in facial prominences.

## Discussion

Cleft lips with or without cleft palate are one of the most common congenital malformations in humans. However, cleft lip and cleft palate have distinctive pathological etiology due to the different timings of formation and different genetic regulations (Jaruga et al, 2022). Although both genetic and environmental factors that affect palatogenesis have been investigated extensively, the molecular pathogenesis of upper lip cleft was poorly elucidated. Numerous studies have shown the pivotal roles of RA signaling in regulating the induction, migration, and differentiation of CNCCs, which give rise to most of the craniofacial ectomesenchymal derivatives (Williams & Bohnsack, 2019). The precise functions of RA activities are defined by the biological settings. For instance, diminishing RA expression at early developmental stage of E7.5 and E8.5 resulted in midfacial defects or cleft palate in mice, respectively (Wu et al, 2022). Excessive RA was shown to reduce sonic hedgehog in mouse craniofacial prominences whereas it was shown to induce Shh signaling in mouse suture–derived mesenchymal cells (James et al, 2010; Wang et al, 2019).

Proper RA signaling is also essential for osteogenic differentiation in craniofacial development, and excessive RA signaling cause enhanced osteogenesis due to the increased hedgehog and Bmps expression (James et al, 2010; Ferguson et al, 2018). The indispensable role of RA in frontonasal development has also been demonstrated in chicken embryo, in which duplication of upper beak/interorbital septum/prenasal cartilage/premaxilla, and ectopic skeletal elements in palate were observed with excessive RA signaling in first pharyngeal arch (Abramyan & Richman, 2018). Although a number of studies attempt to elucidate the molecular pathogenesis of RA-induced cleft palate both in vivo and in vitro, the role of RA in regulating early facial development was barely addressed (Yao et al, 2011; Hu et al, 2013; Shu et al, 2018; Wang et al, 2019; Yoshioka et al, 2021a, 2021b). It was generally accepted that early synthesis of RA was restricted in the presomitic mesoderm diffused as far as rhombomere 3 (r3) and in the periocular mesenchyme, where RA functioned as an important morphogen to induce NCC migration (Williams & Bohnsack, 2019). However, the expression of *Rdh10* and *Aldh1a*s in the facial prominences identified in this study, along with the others, certainly indicated the endogenous RA synthesis in CNCCs and in epithelium. Therefore, the RA free local settings in the cranium and in the first pharyngeal arch were likely to be maintained by the expression of *Cyp26b1*, which might explain the discrepancies in the craniofacial manifestations observed in gain-of-function animal models of excessive RA signaling.

We identified a craniofacial dysmorphology–related regulatory gene network, consisting of miRNA, Wnt genes, Wnt-regulated transcription factors, and Bmp morphogens, in the mouse facial prominence subjected to early exposure of RA. In addition, we further characterized their dynamic change in expression at various timepoints during early–mid developmental stage. The overall up-regulated 12 Wnt-related genes were recognized as the potential targets of 14 down-regulated miRNAs identified in the RA miRNA-seq datasets of compared with that of the controls. The conserved miR-484 was recognized as the hub regulator targeting multiple Wnt-related genes including *Fzd5*, *Mapk9*, *Btrc*, and *Damm2*. The direct targeting of *Fzd5* by miR-484 was validated using luciferase assay in both 293T cells and MEPM cells. We further evaluated the expression of the Wnt receptor *Fzd5* and *Fzd9* and their cytoplasmic downstream effector *Dvl3* in discrete facial prominence between E10.5 and E12.5 and in the E12.5 and E13.5 PS. Similar pattern of RA-induced change of expression of *Fzd5* and *Dvl3* was observed in FnP and MxP, not in MdP, indicating the divergences in the regulation of developing program between MdP and FnP/MxP. Down-regulation of the expression of *Fzd5* and *Dvl3* was shown in E12.5 and E13.5 PS, in agreement with previous findings of the inhibition of Wnt-related gene expression in RA-treated MEPM cells by others (Hu et al, 2013). The differentially regulated expression of these Wnt-related genes was in accordance with the discrete pattern of RA-induced change of expression of miR-484 in these facial prominences. Further characterization of temporal- and tissue-specific transcriptional factors and enhancers in future research is going to help clarify the distinctively regulated expression of this microRNA in respond to RA signaling. The prominent-specific responses of Wnt signaling to RA induction were further verified by the TCF/LEF transcriptional activities determined using luciferase reporter assay. Two Wnt-regulated craniofacial defects-associated genes, *Foxn3* and *Itgb1*, were identified as the mediator of RA-induced osteogenic differentiation via up-regulation of *Bmp7* in FnP/MxP, demonstrated by the mRNA transcriptomic datasets and by the qRT–PCR analysis. In line with the differentially regulated Wnt activities in facial prominences, distinctive expression patterns of osteogenic and chondrogenic genes in response to RA exposure were also observed in MxP and PS, displayed by the ectopic chondrogenesis of palatoquadrates and the enhanced ossification in the proximal region of MxP/MdP. Our results support the different molecular regulation of lip formation and palatogenesis. A profound analysis of molecular pathways and morphological studies in future research will help understand the spatial–temporal cellular mechanisms underlining various forms of orofacial clefts caused by different genetic/environmental risk factors.

## Materials and Methods

### Reagents

All-trans retinoic acid (*at*RA) (Cat. No. R2625), corn oil (Cat. No.C8267), Alcian Blue 8GX (Cat. No. A5268), alizarin red S (Cat. No. A5533), DMSO, 4% PFA, ethanol, acetic acid, benzyl alcohol, benzyl benzoate, and Hoechst 33342 (Cat. No. B2261) were from Sigma-Aldrich Co. (Cat. No.C11965500BT; DMEM), (Cat.No.10099-141; FBS), and 0.25% trypsin (Cat.No.25200-072) used in cell culture and TRIzol reagent (Cat.No.15596018) used in RNA extracting were purchased from Invitrogen (Invitrogen). Gelatin (Cat. No. 07903) was from STEMCELL Technologies, (Cat. No. SV30010; penicillin/streptomycin) was from Hyclone. NBT/BCIP stock solution (Cat. No. 11681451001) used for alkaline phosphatase staining was from Roche. PrimeSTAR DNA polymerase, *Sac I*, *Xba* I, *BamHI*, T4 DNA ligase were purchased from Takara Bio, Inc. The double-strand miR-484 mimics (5′-UCAGGCUCAGUCCCCUCCCGAU-3′) and the scramble RNAs (5′-UUCUCCGAACGUGUCACGUTT-3′) were synthesized by GenePharma.

### Animals

All procedures conducted in this study involving animals were approved by the Institutional Animal Care and Use Committee of Jinan University (Approval No. 20220222-58) and were in strict accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. The inbred C57BL/6J mice (age, 10–12 wk; weight, 25–30*g*) were obtained from The Experimental Animal Center of Guangdong (Guangzhou, China). All mice were housed in a pathogen-free facility at the Laboratory Animal Management Center of Jinan University at 22°C with 12-h light/12-h dark cycle and were provided access to food and water ad libitum. Mice were mated overnight, and embryos were considered E0.5 when a vaginal plug was detected in the morning. The embryonic developmental stages were further verified by examining of the craniofacial features after dissecting, craniofacial anatomy of embryos was referred to FaceBase database (https://www.facebase.org/mouseanatomy/). The pregnant mice were administered with one dose (25 mg/kg, diluted 1/10 in corn oil) of *at*RA (25 mg/ml in DMSO) by oral gavage for three consecutive days at E8.5, E9.5, and E10.5, whereas the control mice received vehicle only (Wang et al, 2019). Mice were euthanized by CO_2_ gas, and the embryos at the indicated developmental stages were collected by cervical dislocation according to the American Veterinary Medical Association Guidelines.

### Sample collection and RNA extraction

The embryonic facial prominences including medial and lateral FnP, maxillary and mandibular prominences were isolated in icy-cold PBS, as described in previous publication (Feng et al, 2009). All tissue samples were flash frozen in liquid nitrogen and then stored at −80°C before use. One embryo from each litter was collected for mRNA and miRNA sequencing. The craniofacial malformations of RA-treated embryos were verified before sampling. Total mRNA and miRNA were extracted using miRNeasy Mini Kit (Cat.No.217004; QIAGEN, GmBH) and mirVana miRNA Isolation Kit (Cat.No.AM1561; Ambion), respectively, according to the manufacturer’s instructions. The concentrations of RNA samples were determined from the absorbances at 260 nm using a NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific). The RNA integrity numbers (RIN) were quantified on an Agilent 2100 Bioanalyzer (Agilent technologies) and only samples with RIN ≥7 were processed for subsequent sequencing.

### mRNA-seq and miRNA-seq

For mRNA sequencing, poly(A)-selected mRNA was enriched and rRNA was removed from ∼1 μg total RNA using the TruSeq RNA Sample Prep V2 Kit (Cat.No.RS-122-2001; Illumina) before constructing the library for mRNA-seq. In brief, poly-A mRNA was extracted using oligo-dT–coupled magnetic beads and was subsequently fragmented. Fragmented RNA was reversed transcribed into first-strand cDNA, followed by second-strand cDNA transcription. The barcodes and adapters were then added to the cDNA fragments to generate the cDNA libraries with an average fragment size of 466 bp. The libraries were quantified and validated using a Qubit 2.0 Fluorometer (Life Technologies) and Agilent 2400 bioanalyzer (Agilent Technologies) system. These libraries were used for sequencing to get an average read depth of 40–50 million reads per sample on Illumina NovaSeq 6000 sequencing platform (Illumina) for 150 bp paired-end reads (PE150).

For miRNA sequencing, miRNA was isolated from 10 ng total RNA using mirVana miRNA Isolation Kit. The standard miRNA sequencing libraries were prepared using NEBNext Multiplex Small RNA Library Prep Set for Illumina (Cat.No. E7580S; New England Biolabs) and were sequenced at an average read depth of 18–20 million reads per sample on an Illumina NovaSeq 6000 system using PE150 model (Shanghai Biotechnology Corporation).

Raw data of sequencing are available in GEO dataset GSE238064, including individual data series GSE238062 and GSE238063 for RNA-seq and miRNA-seq samples, respectively.

### mRNA and miRNA sequencing data processing

Quality control of paired-end FASTQ files (raw data) that came from sequencing pipelines were performed using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Then, trimmed off the barcodes and adapters, and removed sequences that are of low quality or too short (remove the reads shorter than 25 bp) using Seqtk to obtain clean reads. The remaining clean reads of mRNA-seq data were mapped to the mouse reference genome mm (10) (GRCm38.p4) using Hisat2 (version 2.0.4) for genome annotation annotations and miRNA-seq data were aligned to the miRNAs in miRbase20.0 (http://www.mirbase.org/) using Bowtie2 software (version 2.4.4) (Langmead et al, 2009; Kozomara & Griffiths-Jones, 2014; Kim et al, 2015). The gene expression levels were quantified with StringTie (version 1.3.0) using only uniquely mapped reads (Pertea et al, 2015; Pertea et al, 2016). Given the different lengths of genes and the amount of sequencing data for each sample, the read counts were normalized to sequencing depth and the length of the gene at the same time, to obtain values of fragments per kilobase of transcript per million mapped reads. Read counts of miRNA were normalized to gene length first, and then normalized for sequencing depth, final, to get values of transcripts per million (Mortazavi et al, 2008). Unannotated miRNAs were evaluated for potential novel miRNA candidates using miRCat pipeline in the UEA sRNA workbench (version 4.4) according to miRNA precursor hairpins (Stocks et al, 2012, 2018).

### Identification of differentially expressed mRNAs (DEGs) and miRNAs (DEMs)

Differential expression analysis between treatment group and control group was determined using “glmQLFit” function of the edgeR package in R (version 3.6.3) (Robinson et al, 2010; Ziats & Rennert, 2014). Gene expression data were included only if their expression were found in at least four samples with count-per-million values ≥ 10, filtered using the “filterByExpr” function, and normalized to the trimmed mean of M values. The differentially expressed multiples (fold change) were calculated for DEGs and DEMs, with *P*-value < 0.05 considered statistically significant. The volcano plots of DEGs and DEMs were constructed by plotting log_10_-transformed *P*-value on the y-axis and log_2_-transformed fold change on the x-axis using “ggplot2” package of R (version 3.6.3). The heatmaps of DEGs and DEMs were generated using “pheatmap” package of R (version 3.6.3), and hierarchically clustered according to Pearson correlation and average linkage. The principal component analysis of the normalized gene expression data was performed using the “prcomp” function in R (version 3.6.3).

### Enrichment analysis for mRNA-seq datasets

GO-BP functional enrichment analysis and KEGG pathway enrichment analysis of DEGs were performed using DAVID (v2022q2, https://david.ncifcrf.gov/) based on total genes in the genome as a population background, with the overlapping/redundant terms identified and removed (Huang et al, 2007; Hooper et al, 2017). Enrichment analysis was subjected to Fisher’s exact test, with false discovery rate adjusted *P*-value < 0.05 considered as significant.

### Construction of the miRNA–gene interaction network and identification RA-induced cleft-associated genes regulated by Wnt

miRNAs potentially regulating the up-regulated Wnt-related genes were predicted by the online tool of TargetScan 8.0 (https://www.targetscan.org/) and miRWalk (version 3, http://mirwalk.umm.uni-heidelberg.de/). miRNAs recognized by both programs in RA-induced down-regulated DEMs were identified by VennDiagram package (version 1.7.3). The miRNA-mRNA regulatory network was visualized using Cytoscape (version3.9.1). The hub miRNAs were identified by MCC score calculated using cytoHubba plugin (version 0.1). Wnt-regulated genes containing TCF/LEF motif were identified using hTFtarget database (http://bioinfo.life.hust.edu.cn/hTFtarget/), in which human transcription factors (TFs) were curated from Chip-Seq experiments in different cell lines, tissues, and cells (Zhang et al, 2020). A list of cleft-associated genes was compiled by searching Mouse Genome Informatics and comprehensive automatically mined database of human diseases (Malacards) using the following key words: cleft lip, cleft palate, orofacial cleft, craniofacial phenotype, or craniofacial malformations. Redundant terms were filtered manually.

### Real-time quantitative PCR

1 μg of total RNA, extracted using TRIzol, was reverse transcribed to cDNA using PrimeScript RT Reagent Kit with gDNA Eraser (Cat. No. RR047A; Takara), according to the manufacturer’s instructions. qRT–PCR were performed using TB Green Premix Ex TaqII (Cat. No. RR820A; Takara) on an Applied Biosystems Quanstudio3 (Applied Biosystems). The quantification of target gene mRNA expression was normalized to the expression of *GAPDH*, and the relative expression levels were calculated using 2^−ΔΔCt^ method (Livak & Schmittgen, 2001). miR-484 was reversed transcribed using a stem-loop primer and amplified with a pair of primers. Relative quantification of miR-484 expression was analyzed using U6 as an internal control. All primers used in this study containing all pairs of qRT-PCR primers were designed with Oligo7 (version 7.5.6) software and are listed in Table S10.

Table S10. The gene-specific primers for qRT-PCR.

### Cell culture and TOP/FOP-flash assays

The primary mouse embryonic craniofacial mesenchymal cells from MxP and the MEPM cells from PS were isolated and cultured from E12.5 mouse embryo (Yoshioka et al, 2022). MxP and PS were dissected from E12.5 mouse embryos in cold PBS, followed by digesting in 0.25% trypsin for 30 min at 37°C in a CO_2_ incubator. The cells were then centrifuged at 300*g* for 5 min and the pellet were resuspended cells in 2 ml culture medium. The cells were plated onto six-well plates precoated with 0.1% gelatin (Cat.No.07903; STEMCELL Technologies). Primary mesenchymal cells were maintained in DMEM supplemented with 10% FBS, 1% penicillin/streptomycin, and 2 mM L-glutamine at 37°C in a CO_2_ incubator with 5% CO_2_. The Wnt activities were assessed using a TOP/FOP reporter system and dual-luciferase reporter kit (Cat.No.2920; Promega). The cells were co-transfected with pRL-TK plasmid (60 ng/well) and either TOP-flash plasmid or FOP-flash plasmid (600 ng/well) using Lipofectamine 2000 reagent (Cat.No. 11668027; Invitrogen) in 24-well petri dishes. After 48 h, the luciferase activities were detected using dual-luciferase reporter kit and the fluorescence intensities were measured using a luminometer (CLARIOstar Plus, BMG Labtech). The ratios of firefly/Renilla luciferase intensities were calculated.

### Dual-luciferase reporter gene assays

515 bp fragment of *Fzd5* 3′UTR containing the clustered three miR-484 target sites predicted by TargetScan was amplified from the cDNA of MEPM cells (forward primer: 5′- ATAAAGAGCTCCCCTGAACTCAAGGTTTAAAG-3′; reverse primer, 5′-ATAAATCTAGAGGGAACTACGCTTTTTTCC-3′). Mut-*Fzd5*-3′UTR with sense mutations at the seed sequences of all the three predicted miRNA: mRNA interaction sites were synthesized by Sangon Biotech. Both fragments of WT-*Fzd5*-3′UTR or Mut-*Fzd5*-3′UTR were cloned into *Sac* I/*Xba* I site of pmirGLO dual-luciferse miRNA target expression vector (Promega), respectively. Both constructs were co-transfected with either miR-484 mimics or scrambled control RNA, respectively, into primary MEPM cells using Lipofectamine 2000 reagent (Invitrogen). After 48 h, cells were harvested for dual-luciferase reporter 1,000 assay (Cat. No. E2920; Promega). The luciferase activities were measured using a luminometer (CLARIOstar Plus, BMG Labtech) and were presented as ratios of firefly/Renilla.

### Promoter analysis

The sequence of 1,442 bp promoter–enhancer region of miR-484 (Hu et al, 2019) was analyzed using ALGGEN-PROMO (version 3.0.2) (https://alggen.lsi.upc.es/) to identify putative cis-regulatory elements. 500 bp fragment of the proximal promoter region, from −495 to +5, containing the two putative RAREs was amplified from mouse genomic DNA using primer pairs (forward primer: 5′- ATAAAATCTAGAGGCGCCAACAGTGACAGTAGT-3′; reverse primer, 5′- ATAAAAGGATCCAGGCTGCAGGGCCGCGA-3′) and was subsequently cloned into the *Xba* I and *BamH*I sites of the vector pEZX-FR01 (GeneCopoeia Inc.). The fragment of the same promoter sequence containing mutation at the second RARE was synthesized by Sangon Biotech and was cloned into the same sites of pEZX-FR01. The promoter activities were evaluated in 293T cells induced with or without 1 μM *at*RA for 48 h using the dual-luciferase reporter assay system (Promega), according to the manufacturer’s instructions.

### Hoechst staining

Whole-mount Hoechst staining was used to intensify the imaging of embryonic tissues for morphological analysis (Sandell et al, 2012). Embryos of various developmental stages were fixed in 4% PFA at 4°C overnight, followed by overnight incubation in 1 μg/ml Hoechst 33342 trihydrochloride trihydrate (Invitrogen). Micrographs of mouse embryos were captured using a Nikon stereomicroscope (SMZ18; Chiyoda-ku).

### Bone and cartilage staining

Cartilage staining of E15.5 embryos was conducted as previously described (Nagy et al, 2009). The E15.5 embryos were fixed in Bouin’s fixative for 2 h, followed by 24 h treatment at RT in ammonium hydroxide: ethanol solution (0.1% ammonium hydroxide, 70% ethanol), with exchanging for fresh solution several times until the embryos turned white. The embryos were then soaked twice in 5% acetic acid for 1 h and stained in Alcian Blue (0.05% Alcian Blue [wt/vol] in 5% acetic acid [vol/vol]) for 2 h. After washing two times in 5% acetic acid twice for 1 h, the samples were then cleared in methanol (two times for 1 h) and stored in BABB (mix benzyl alcohol:benzyl benzoate at a ratio of 1:2). Bone staining of E15.5 embryos was performed after 2 d fixation in 100% ethanol. The embryos were then transferred to 4% PFA overnight, followed by two times wash in water before soaking in 0.5% potassium hydroxide for 6 h. The embryo skeletons were stained in alizarin red (50 μg/ml in 0.5% potassium hydroxide) overnight and washed with 0.5% potassium hydroxide for 6 h to remove the excess stain. The embryos were then placed in 0.2% potassium hydroxide/20% glycerol until clear and then stored in 100% glycerol. Images were captured under a Nikon stereomicroscope (SMZ18; Chiyoda-ku) using a Nikon’s DS-Fi3 microscope camera and processed with NIS-Elements software.

### Analysis of osteogenic capacity of mouse embryonic mesenchymal cells in vitro

Confluent mouse embryonic mesenchymal cells from E12.5 MxP and from E12.5 PS on 24-well plates were induced in osteogenic medium composed of DMEM, 10% FBS, 10^−8^ M dexamethasone, 50 mg/ml of penicillin/streptomycin, 5 mmol/l of KH_2_PO_4_, and 50 mg/ml of L-ascorbic acid with or without 0.5 μM *at*RA. The expression of biomarkers of osteogenic differentiation including *Alpl*, and late osteogenic gene, *Col1a1* was determined using qRT–PCR with gene-specific primers (Table S10). The alkaline phosphatase activities in fixed (in 4% PFA for 30 min at RT) cultured cells were also visualized by colorimetric reaction using NBT/BCIP stock solution (Cat. No. 11681451001; Roche), according to the manufacturer’s instructions. The cells were also fixed in 95% ethanol for mineralization assay. The cells were stained with 1% alizarin red S for 20 min at RT, then washed thoroughly with PBS. The images were captured using a Nikon stereomicroscope (SMZ18; Chiyoda-ku). After imaging, 600 μl 10% (vol/vol) acetic acid was added into each well containing cells stained with alizarin red and incubated at RT for 30 min with shaking. The samples were then collected with a cell scraper and transferred to a microcentrifuge tube. After a brief vortex mixing, the samples were incubated at 85°C for 10 min, followed by 5 min incubation on ice. After centrifuging at 20,000*g* for 15 min, 500 μl supernatant was collected, and 200 μl of 10% (vol/vol) ammonium hydroxide was added to each sample. The absorbance at 405 nm were read in 96-well plate using a luminometer (CLARIOstar Plus, BMG Labtech), and the amount of alizarin red was quantified using a standard curve and expressed as mM.

### Statistical analysis

At least three independent experiments were performed for all assays, and the results were presented as mean ± SD, with the result of each individual experiment indicated. Statistical analysis was performed by GraphPad Prism 8.0 software (GraphPad). Comparisons between two groups were subjected to *t* tests (unpaired, two-tailed) whereas one-way ANOVAs followed by post hoc test were used for multiple comparisons. Differences were considered statistically significant at *P* < 0.05.

## Data Availability

The datasets used and analyzed during the current study are available from the corresponding author on reasonable request. The raw data are available via GEO (http://www.ncbi.nlm.nih.gov/geo) with the accession number GSE238064, including individual data series GSE238062 and GSE238063 for RNA-seq and miRNA-seq samples, respectively.

## Supplementary Material

Reviewer comments

# Supplementary material for: RA-induced prominence-specific response resulted in distinctive regulation of Wnt and osteogenesis
**Source:** Life Sci Alliance. 2023 Aug 4;6(10):e202302013. doi: 10.26508/lsa.202302013
**Supplement:** Supplementary file 4

**Supplemental Table S4** Gene Ontology Biological Process terms enriched in genes differentially expressed by Prominence.

| **GO Biological Process Term** | **Count** | **GeneRatio** | **Fold.Enrich** | **p.adjust** |
| --- | --- | --- | --- | --- |
| GO:0045944~positive regulation of transcription from RNA polymerase II promoter | 51 | 10.03937 | 1.816289 | 0.008293 |
| GO:0007275~multicellular organism development | 49 | 9.645669 | 1.937896 | 0.004762 |
| GO:0007155~cell adhesion | 48 | 9.448819 | 3.452973 | 3.95E-10 |
| GO:0030154~cell differentiation | 43 | 8.464567 | 1.822074 | 0.025612 |
| GO:0030198~extracellular matrix organization | 35 | 6.889764 | 8.237561 | 9.21E-18 |
| GO:0016310~phosphorylation | 31 | 6.102362 | 2.141128 | 0.018526 |
| GO:0006468~protein phosphorylation | 31 | 6.102362 | 2.049599 | 0.031858 |
| GO:0035556~intracellular signal transduction | 29 | 5.708661 | 2.790833 | 0.001052 |
| GO:0001525~angiogenesis | 26 | 5.11811 | 3.964637 | 1.11E-05 |
| GO:0016477~cell migration | 22 | 4.330709 | 3.123714 | 0.003702 |
| GO:0007507~heart development | 21 | 4.133858 | 3.051768 | 0.006127 |
| GO:0007156~homophilic cell adhesion via plasma membrane adhesion molecules | 20 | 3.937008 | 5.035585 | 1.31E-05 |
| GO:0006366~transcription from RNA polymerase II promoter | 19 | 3.740157 | 3.471792 | 0.003785 |
| GO:0030335~positive regulation of cell migration | 19 | 3.740157 | 3.116722 | 0.007518 |
| GO:0001666~response to hypoxia | 17 | 3.346457 | 3.573799 | 0.006428 |
| GO:0007411~axon guidance | 16 | 3.149606 | 3.68562 | 0.007518 |
| GO:0098609~cell-cell adhesion | 16 | 3.149606 | 3.363575 | 0.013844 |
| GO:0016055~Wnt signaling pathway | 16 | 3.149606 | 2.923614 | 0.039056 |
| GO:0006816~calcium ion transport | 14 | 2.755906 | 4.096517 | 0.007518 |
| GO:0042060~wound healing | 12 | 2.362205 | 4.767637 | 0.007518 |
| GO:0030199~collagen fibril organization | 11 | 2.165354 | 8.8216 | 0.000213 |
| GO:0045785~positive regulation of cell adhesion | 10 | 1.968504 | 6.014727 | 0.007518 |
| GO:0071277~cellular response to calcium ion | 10 | 1.968504 | 4.811782 | 0.026382 |
| GO:0070588~calcium ion transmembrane transport | 10 | 1.968504 | 4.55853 | 0.0342 |
| GO:0031532~actin cytoskeleton reorganization | 9 | 1.771654 | 5.99622 | 0.016563 |
| GO:0002062~chondrocyte differentiation | 9 | 1.771654 | 5.817229 | 0.018526 |
| GO:0001568~blood vessel development | 9 | 1.771654 | 5.061744 | 0.037507 |
| GO:0007528~neuromuscular junction development | 8 | 1.574803 | 8.248768 | 0.007518 |
| GO:0009888~tissue development | 7 | 1.377953 | 7.578556 | 0.031626 |
| GO:0001502~cartilage condensation | 6 | 1.181102 | 11.81074 | 0.016563 |
| GO:0035987~endodermal cell differentiation | 6 | 1.181102 | 8.959869 | 0.04162 |
| GO:0001894~tissue homeostasis | 6 | 1.181102 | 8.959869 | 0.04162 |
| GO:2001046~positive regulation of integrin-mediated signaling pathway | 5 | 0.984252 | 14.43534 | 0.031858 |

# Supplementary material for: RA-induced prominence-specific response resulted in distinctive regulation of Wnt and osteogenesis
**Source:** Life Sci Alliance. 2023 Aug 4;6(10):e202302013. doi: 10.26508/lsa.202302013
**Supplement:** Supplementary file 5

**Supplemental Table S5** KEGG pathway enrichment analysis in genes differentially expressed by Prominence.

| **GO Biological Process Term** | **Count** | **GeneRatio** | **Fold.Enrich** | **p.adjust** |
| --- | --- | --- | --- | --- |
| mmu05165: Human papillomavirus infection | 30 | 5.905512 | 3.297316 | 1.64E-06 |
| mmu05200: Pathways in cancer | 30 | 5.905512 | 2.198211 | 0.001912 |
| mmu04510: Focal adhesion | 28 | 5.511811 | 5.542553 | 1.25E-10 |
| mmu04151: PI3K-Akt signaling pathway | 26 | 5.11811 | 2.881554 | 0.000133 |
| mmu04512: ECM-receptor interaction | 19 | 3.740157 | 8.590507 | 3.98E-10 |
| mmu05205: Proteoglycans in cancer | 18 | 3.543307 | 3.493546 | 0.000488 |
| mmu04020: Calcium signaling pathway | 18 | 3.543307 | 2.984071 | 0.00199 |
| mmu04010: MAPK signaling pathway | 17 | 3.346457 | 2.300644 | 0.020479 |
| mmu04974: Protein digestion and absorption | 16 | 3.149606 | 5.894461 | 3.41E-06 |
| mmu04371: Apelin signaling pathway | 14 | 2.755906 | 4.065887 | 0.001072 |
| mmu04921: Oxytocin signaling pathway | 13 | 2.559055 | 3.380647 | 0.006117 |
| mmu04933: AGE-RAGE signaling pathway in diabetic complications | 12 | 2.362205 | 4.727241 | 0.001072 |
| mmu04935: Growth hormone synthesis, secretion and action | 12 | 2.362205 | 4.11596 | 0.002544 |
| mmu04926: Relaxin signaling pathway | 12 | 2.362205 | 3.701173 | 0.005553 |
| mmu05418: Fluid shear stress and atherosclerosis | 12 | 2.362205 | 3.226022 | 0.011744 |
| mmu04310: Wnt signaling pathway | 12 | 2.362205 | 2.792113 | 0.02439 |
| mmu01522: Endocrine resistance | 11 | 2.165354 | 4.706061 | 0.00199 |
| mmu04724: Glutamatergic synapse | 11 | 2.165354 | 3.87313 | 0.006269 |
| mmu04919: Thyroid hormone signaling pathway | 11 | 2.165354 | 3.647198 | 0.009007 |
| mmu04611: Platelet activation | 11 | 2.165354 | 3.529546 | 0.01103 |
| mmu04936: Alcoholic liver disease | 11 | 2.165354 | 3.103998 | 0.020479 |
| mmu05224: Breast cancer | 11 | 2.165354 | 2.977304 | 0.02439 |
| mmu04658: Th1 and Th2 cell differentiation | 10 | 1.968504 | 4.521319 | 0.005357 |
| mmu04657: IL-17 signaling pathway | 10 | 1.968504 | 4.278238 | 0.006269 |
| mmu04713: Circadian entrainment | 10 | 1.968504 | 4.05996 | 0.008587 |
| mmu05146: Amoebiasis | 10 | 1.968504 | 3.718468 | 0.013188 |
| mmu04931: Insulin resistance | 10 | 1.968504 | 3.617056 | 0.014677 |
| mmu05017: Spinocerebellar ataxia | 10 | 1.968504 | 2.821816 | 0.049375 |
| mmu04912: GnRH signaling pathway | 9 | 1.771654 | 3.978761 | 0.014939 |
| mmu05222: Small cell lung cancer | 9 | 1.771654 | 3.850414 | 0.017048 |
| mmu05145: Toxoplasmosis | 9 | 1.771654 | 3.25535 | 0.037963 |
| mmu05031: Amphetamine addiction | 8 | 1.574803 | 4.613056 | 0.014545 |
| mmu04920: Adipocytokine signaling pathway | 8 | 1.574803 | 4.483111 | 0.015206 |
| mmu05412: Arrhythmogenic right ventricular cardiomyopathy | 8 | 1.574803 | 4.133778 | 0.021006 |
| mmu04970: Salivary secretion | 8 | 1.574803 | 3.744716 | 0.03314 |
| mmu04211: Longevity regulating pathway | 8 | 1.574803 | 3.536676 | 0.0426 |
| mmu05410: Hypertrophic cardiomyopathy | 8 | 1.574803 | 3.497812 | 0.04394 |
| mmu05414: Dilated cardiomyopathy | 8 | 1.574803 | 3.38618 | 0.049447 |

# Supplementary material for: RA-induced prominence-specific response resulted in distinctive regulation of Wnt and osteogenesis
**Source:** Life Sci Alliance. 2023 Aug 4;6(10):e202302013. doi: 10.26508/lsa.202302013
**Supplement:** Supplementary file 10

**Supplementary Table 10 The primers for RT-qPCR.**

| Primer name | Primer sequences (5'-3') |
| --- | --- |
| Fzd5-F | TCTTCCTGTGCTCTATGTACAC |
| Fzd5-R | TAATCCATACACAGAACCTCGG |
| Fzd9-F | CATGAAGACGGGAGGCACCAATAC |
| Fzd9-R | GCCGCCAGAAGTCCATGTTGAG |
| Dvl3-F | TATGGCTTTCCCTTACCAGTAC |
| Dvl3-R | GTGTAGTGTGGTCTGACTCG |
| Foxn3-F | AGGCTCTGAAAAAGACACCTTA |
| Foxn3-R | CTCGCTCCATTTTGTATCACTC |
| Itgb1-F | TGCTCCCACTTCAATCTCACCAAAG |
| Itgb1-R | CCAGCAGTCATCAATGTCCTTCTCC |
| Bmp7-F | GATCCTGTCCATCTTAGGGTTG |
| Bmp7-R | GTTGTACAGGTCCAACATGAAC |
| Alp l-F | GCACCTGCCTTACCAACTCT |
| Alp l-R | GTGGAGACGCCCATACCATC |
| Runx2-F | CGGACGAGGCAAGAGTTTCA |
| Runx2-R | GGATGAGGAATGCGCCCTAA |
| Col1a1-F | AAGGTGCCAATGGTGCTC |
| Col1a1-R | ACCAGTGTCTCCTTTGTTGC |
| Sox5-F | AGGCAGGAAATGCGACAGTAC |
| Sox5-R | CTCGGAGGGCAGGTGAGG |
| Sox6-F | TGCGACAGTTCTTCACTGTGG |
| Sox6-R | CGTCCATCTTCATACCATACG |
| Sox9-F | GCTGTGGAGGCTGCTGAATGAG |
| Sox9-R | CCTGCGTGGTTGGTACTTGTAGTC |
| Col2-F | GTGGAGCAGCAAGAGCAAG |
| Col2-R | CGGAGGAAAGTCATCTGGAC |
| Col10a1-F | TTCTGCTGCTAATGTTCTTGACC |
| Col10a1-R | GGGATGAAGTATTGTGTCTTGGG |
| GAPDH-F | GGCAAATTCAACGGCACAGTCAAG |
| GAPDH-R | TCGCTCCTGGAAGATGGTGATGG |

How the deposited data were processed for this re-analysis (not part of the article)

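The mRNA of the facial prominences of 8 mouse embryos at E12.5 was analysed, 4 from mothers given 25 mg/kg all-trans retinoic acid by gavage at E8.5, E9.5, and E10.5 and 4 from mothers given the vehicle. The miRNA datasets, the qRT-PCR measurements and the cell cultures were not analysed here. The condition and replicate number of each library were taken from the sample labels and the paper, and no library was left unmapped.

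The values used are raw counts per gene, as the authors deposited them, without normalization. The authors made these counts from paired-end reads of poly(A)-selected RNA, which were trimmed with Seqtk, aligned to GRCm38 with HISAT2 and quantified per gene with StringTie on uniquely mapped reads. How the output of StringTie was turned into whole counts, whether strand was used and which annotation release was used are not stated in the paper's text. StringTie assigns the reads of a region to the transcripts annotated there, so a difference between libraries in this assignment moves counts between overlapping genes. The table holds 34745 genes, and 59 gene symbols are listed more than once. Total counts per library were between 12532779 and 17760544. A gene with 0 reads is compatible with up to 3 reads, which is 0.169 to 0.239 CPM depending on the library. These limits cover counting error only. Exon lengths, GC content and chromosomes came from the GENCODE annotation of GRCm38, while printed coordinates are those of the deposited table. Length and GC content were at hand for 99.6% of the genes tested.

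Counts were analysed with edgeR 4.0.16 in R 4.3.3. Normalization used TMM, and filterByExpr kept 15388 genes at its default minimums (a count of 10 in 4 libraries, scaled for depth, and a total of 15). RA-treated and control libraries were compared with the quasi-likelihood test with legacy dispersion handling, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Log2 CPM values used a prior count of 2. Single values were compared by two-sided exact permutation tests, whose smallest p is 0.0286 for 4 against 4, and correlations by exact permutation over all pairings. Principal components 1 and 2 were also tested together, by the distance between the group means over the 35 ways to divide the libraries into 4 and 4. Overlaps with the lists of Tables S8 and S9 were tested by one-sided Fisher's exact tests against all genes tested. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01. The sets were Wnt feedback targets, RA response, osteoblast, cartilage, proliferation, erythroid, forebrain, neuron, epithelium, muscle, endothelium, and collagen and laminin genes. An additional list of immediate early genes was written after adjusted p-values had been seen. Genes were chosen for the text by a rule fixed in advance: the genes the paper names in lists of Wnt, RA, osteogenic and chondrogenic genes, Foxn3, Itgb1, Bmp7, 5 genes on the sex chromosomes, and the genes with an adjusted p under 0.05. Another gene chosen by this rule is not reported here. Ltbp3, Atf3, Bak1, the genes that overlap Gm28051, the immediate early genes, Axin2, Lef1, Crabp2 and Dhrs3 were named after their values had been seen.

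The quasi-likelihood test was tested on simulated data drawn from the means and library sizes of the 15388 genes, with 200 genes changed by a fold change of 2. It recovered 164 of the 200 changed genes (82%) at an adjusted p under 0.05, called 13 unchanged genes, and gave an unadjusted P under 0.05 to 4.82% of the unchanged genes. Smaller changes were not simulated, so this recovery does not apply to the 12 Wnt genes. Their log2 fold changes were between 0.11 and 0.50. With no gene changed, 712 genes had an unadjusted P under 0.05 and 0 had an adjusted p under 0.05.

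Alternatives were other normalizations (RLE, upper quartile), other tests (DESeq2 1.42.0, limma-voom, the newer quasi-likelihood of edgeR, a robust dispersion prior), other filters (CPM of at least 10, CPM above 0.8, at least 1 read, no filter), Xist as a covariate, the replicate number as a block, genes on X and Y left out, a length and GC trend removed, and each library left out in turn. Permutation tests between groups were computed in R, and correlations with their permutation tests in Python 3.11.15 with scipy 1.17.1. Enrichment of GO and KEGG terms was not recomputed, since the membership of the terms was not used here. Table S1 was held only in part and no set test was run on it.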

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

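In 96 groups of 4 libraries (the tested genes named by rule, the total counts, the first principal component and the mean levels of the cartilage and the immediate early genes), a library far from the other 3 was looked for, as the gap to its nearest neighbour divided by the range of the group. It was found in 16 groups, where 4.8 would be found by chance; 10 of the 16 belong to genes of the sex chromosomes and 6 to other measures. The tests on principal component 1 and on the immediate early genes were chosen after their results had been seen.

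The gap took 0.989 of the range for *Xist* in control embryos (replicate 1) and 0.900 in RA-treated embryos (replicate 3). For the Y-linked genes the same libraries stood apart. The share was 1 for *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y* in control embryos, and 0.988, 0.989, 0.996 and 0.962, respectively, in RA-treated embryos. The paper gives 3 females and 1 male in the control group and 1 female and 3 males in the RA group, which is 1 library of the other sex in each group, so a swap of samples is not needed for these values. Sex and RA exposure are therefore partly confounded in these samples.

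On principal component 1, RA replicate 3 scored -16.3 against 16.4 to 21.6 for the other RA-treated embryos, a gap of 0.862 of the range. A candidate explanation is the sex chromosomes. Without genes on X and Y, RA replicate 3 scored 0.182 against 6.50 to 20.7, a gap of 0.307 of the range. In the part of the scores over all genes that comes from genes outside X and Y, it scored -9.16 against 9.51 to 13.9, a gap of 0.808. Genes on X and Y and other differences of this embryo cannot be told apart as the source of the gap, because these 2 values point to different answers. RA replicates 1, 2, and 4 were still the 3 highest libraries without genes on X and Y (3 of 3), which argues against these genes as the whole source of that order. Control replicate 1, which lay above the other controls and RA replicate 3, then had 2 of these libraries above it, so its place moved with these genes. Autosomal differences between the sexes, and the response to RA, stay open and were not tested.

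For *Axin1*, control replicate 4 was lower than the other controls (gap 0.846 of the range, 95.9 against 105 to 107 CPM). For *Col1a1*, control replicate 4 was also lower (gap 0.868, 542 against 884 to 952 CPM). This library has the fewest counts of the 8. For *Tle1*, RA replicate 2 was lower than the other RA-treated embryos (gap 0.962, 113 against 121 to 122 CPM), and for *Rxrb* it was RA replicate 3 (gap 0.8291, 68.8 against 75.0 to 76.3 CPM). The gaps were computed on log2 CPM. Without that library, the log2 fold change of *Axin1* was 0.10, no longer with an unadjusted P under 0.05, that of *Col1a1* was 0.15, that of *Tle1* 0.20 and that of *Rxrb* 0.08. Outside the sex chromosomes, the number of such groups is close to what chance gives. No biological explanation was tested for these 4 genes.

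*Gm28051* was read 3 times in RA replicate 2 and not at all in the other RA-treated embryos (gap 1). All 4 values are at or under the floor of 3 counts and have no order.

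The mean log2 CPM of the immediate early genes *Fos*, *Fosb*, *Egr1*, *Junb*, *Dusp1*, *Ier2* and *Egr3* was 1.76 ± 0.0671 (SD, n = 4) in control embryos and 2.95 ± 0.775 (SD, n = 4) in RA-treated embryos, a difference of 1.19. The paper lists several of these genes in Table S2 but does not discuss them. *Fos* rose from 1.90 ± 0.581 CPM to 26.2 ± 27.2 CPM (SD, n = 4 each), a log2 fold change of 3.77 (SE 0.839, adjusted p = 0.591 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fosb* rose by a log2 fold change of 4.18 and *Egr1* by 1.66, whereas *Ier2* and *Egr3* had log2 fold changes of 0.06 and -0.43. *Fos*, *Egr1* and *Fosb* were among the 35 genes with an adjusted p under 0.05 in DESeq2's Wald test, and *Fos* and *Egr1* were among the 12 of edgeR's test without RA replicate 2. The spread between RA-treated embryos was wide, from 65.3 CPM of *Fos* in RA replicate 3 to 2.40 CPM in RA replicate 2, which lay within the range of the control embryos. These genes are known to respond to the handling of tissue, so a candidate explanation for the rise of *Jun* and *Atf3*, 2 of the genes on the lists of the study, is a difference in how the groups were dissected. The mean of the list differed between the groups (two-sided exact permutation test, p = 0.0286). The list was written with Table S2 at hand, and handling and RA exposure cannot be told apart, because every RA-treated embryo was also dissected as one. In RA replicate 2, the mean of the list was 1.90, near the controls, while *Jun* and *Atf3* were above every control embryo; a single library excludes nothing.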

How the results depend on the processing

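The gene sets, the rule for named genes and the alternatives other than those that follow were fixed before the data were examined. Chosen after seeing the data were the removal of a length and GC trend, the counts within gene lists and the overlap with Table S2 under each alternative, the gene selections of the clustering, the test of components 1 and 2 together, and the fits without 1 library for the lists of Tables S8 and S9 and for principal component 1.

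The number of genes with an unadjusted P under 0.05 stayed within 1.5 times of 1089 under 13 alternatives, from 796 with a CPM of at least 10 to 1287 with no filter, and from 773 to 1341 across the 8 fits that each left out 1 library. It was 228 at P under 0.01, a stricter threshold. The number with an adjusted p under 0.05 was 35 with DESeq2's Wald test; the cause was not tested. All 5 genes of edgeR were among those 35. It was 4 or 5 under the other alternatives without a block and from 5 to 12 across the 8 fits without 1 library, with 12 without RA replicate 2, and the same 5 genes were among the calls of each of those 8 fits. With a fold change over 1.5 in addition, 202 genes became 47 with a CPM of at least 10, 374 with at least 1 read in 4 libraries, and 431 with no filter, as these filters remove or admit genes of low counts.

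With *Xist* as a covariate, 568 genes in place of 1008 were shared with Table S2, and 6 of the 12 Wnt genes had P under 0.05. The cause was not tested. The log2 fold changes of *Ddx3y*, *Kdm5d* and *Eif2s3y* became -0.15, -0.055 and -0.17, since the covariate follows the sex of the embryo, and that of *Rara* became -0.0028 from 0.0070. It was -0.0054 after removal of the length and GC trend. The log2 fold change of *Foxn3* rose to 0.44 from 0.27 under the covariate, while that of *Ccnd3* fell to 0.22 from 0.34. Of all 55 results for single genes and sets under the covariate, 11 were weaker and 2 stronger.

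The replicate number does not pair the samples, because the correlations of the deviations of same-numbered embryos from their group means were 0.0766, -0.157, -0.0528 and -0.174, and each embryo came from its own litter. With the replicate number as a block, 721 genes had P under 0.05 and 2 had an adjusted p under 0.05 (*Ggnbp1* and *Zbtb9*), 603 were shared with Table S2, 4 of the 12 Wnt genes had P under 0.05 and 2 an adjusted p under 0.05 over the list alone, and 3 gene sets had an adjusted p under 0.05. The block leaves fewer degrees of freedom.

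The correlation of *Fzd5* with *Foxn3* was 0.396 on log2 CPM, 0.469 on CPM and -0.0606 on log2 CPM within groups, against 0.764 on raw counts. That with *Itgb1* was 0.406, 0.457 and -0.35, respectively, against 0.837. The cause was not settled by the tests made. Across the 8 fits without 1 library, the correlations on raw counts ranged from 0.707 to 0.841 and from 0.698 to 0.922, with an exact permutation p of 0.0764 and 0.0724 without control replicate 4, and of 0.0573 for *Foxn3* without RA replicate 2.

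Principal component 1 held 37.2% of the variance over the 500 genes with the largest variance, 21.6% without genes on X and Y and 23.1% with scaling, and from 26.3% to 30.1% across the 8 fits without 1 library. None of these alternatives brought its exact permutation p between groups under 0.05. For component 2, the exact permutation p was 0.0857 over the 500 genes with the largest variance, 0.457 without genes on X and Y and 0.0571 with scaling, and from 0.0286 without RA replicate 2, the smallest p that 4 against 3 allow, to 0.514 without RA replicate 3. For the distance between the group means in the plane of components 1 and 2, the exact permutation p was 0.0857 over all genes tested, without genes on X and Y and with scaling, and 0.0571 over the 500 genes with the largest variance; a straight line parted the groups in each of the 4.

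None of the gene sets had an adjusted p under 0.05 with fry (0 of 12, with 2 at an unadjusted p under 0.05) or with an estimated correlation (0 of 12, with 0 at an unadjusted p under 0.05), against 6 with the preset correlation. The number was from 2 to 7 across the 8 fits without 1 library.

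Across these 8 fits, the number of genes shared with Table S2 ranged from 569 to 778, that of Wnt genes with P under 0.05 from 4 to 9 (from 0 to 4 adjusted over the list alone, against 11 with all libraries), that of RA metabolism and receptor genes from 0 to 3, and that of the osteogenic and chondrogenic genes from 2 to 5 (5 without RA replicate 3). The odds ratio of the targets in Table S8 ranged from 0.852 to 1.67, and that of the genes in Table S9 from 1.82 to 2.74. The log2 fold change ranged from -0.0042 to 0.060 for *Rdh10*, from -0.36 to 0.056 for *Cyp26c1* and from -0.041 to 0.037 for *Rara*. The median log2 fold change ranged from -0.012 to 0.094 for the Wnt feedback set, from -0.092 to 0.39 for the erythroid set, from -0.30 to -0.0037 for the neuron set and from -0.18 to 0.18 for the muscle set, and the direction of the set test changed in at least 1 fit for each of these sets. For the forebrain set the median ranged from -0.41 to 0.041, above 0 without RA replicate 3 and without RA replicate 4. For the other sets it ranged from 0.014 to 0.11 (epithelium), 0.33 to 0.55 (cartilage), 0.13 to 0.25 (collagen and laminin), 0.043 to 0.19 (osteoblast), 0.092 to 0.18 (endothelium), -0.077 to -0.030 (proliferation) and -0.23 to -0.14 (RA response). With *Xist* as a covariate, the median was -0.0030 for the Wnt feedback set and 0.21 for the muscle set, the erythroid set was past the threshold (median 0.41, adjusted p = 0.0199 from camera with Benjamini-Hochberg adjustment), and the osteoblast, endothelium and proliferation sets were not. Apart from these 8 fits, the *Xist* covariate and, for *Rara* alone, removal of the length and GC trend, no alternative reversed a result for a single gene or set. The 12 Wnt genes, where tested, were higher in RA-treated embryos under every alternative and without each library. The study chose them as up-regulated in these same libraries, so this stable direction is not independent evidence.

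All 8 embryos lay on the branch of their group with the 50 genes of smallest P, and 6 did with all genes. The depth limits *Aldh1a1* and *Col10a1*, which were too low to be tested, and *Gm28051*, for which only a lower bound of the change can be given.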

Differences from the paper's values

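The paper gives 1047 genes with an adjusted P under 0.05, of which 525 were up-regulated and 522 down-regulated. The corresponding numbers here were 5, 2 and 3. None of the alternatives set before the data were examined closed the gap for any of the 3 numbers. The total ranged from 2 to 35 over them, with the highest value from DESeq2's Wald test (12 up, 23 down), and it was 5 at an adjusted p under 0.1. Without adjustment, 1089 genes had P under 0.05, 539 up and 550 down, and the methods of the paper name a P-value under 0.05 as the threshold. The paper's Table S2 lists 1047 genes with an unadjusted P under 0.05, and 5 of them have an FDR under 0.05 in that table.

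The paper gives an average depth of 40 to 50 M reads per sample. The median total count on genes was 15.9 M per library. Reads sequenced and counts on genes are different measures, and no alternative applies to this value.

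The paper states that the embryos cluster by treatment in the principal component analysis. Here neither of the first 2 components by itself separated the groups (two-sided exact permutation p = 0.114 and 0.2, n = 4 and 4). Component 2 did so without RA replicate 2 (two-sided exact permutation p = 0.0286, n = 4 and 3), a setting chosen after seeing the values. In the plane of both, a straight line parted the groups, as it did for 5 of the 35 ways to divide the embryos, and the distance between the group means had an exact permutation p of 0.0857 (n = 4 and 4), a test chosen after seeing the values. The share of variance on component 1 was about 37% in Fig 2C, read by eye, against 26.6% over all genes tested and 37.2% over the 500 genes with the largest variance. The paper names 2 genes shared by its lists of Wnt targets and craniofacial genes, whereas *Ltbp3* was shared as well here. The paper counts *Mapk9* among the up-regulated genes. Its unadjusted P was 0.0513 in edgeR's quasi-likelihood test, and under 0.05 with RLE normalization, limma-voom, the newer quasi-likelihood of edgeR, *Xist* as a covariate, genes on X and Y left out and control replicate 3 left out, and after removal of a length and GC trend, which was chosen after seeing the values.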

Other observations

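Tests of the splits of the gene counts, of *Ggnbp1*, *Zbtb9*, *Mapk14*, *Stau1* and *Gm28051*, of the length trend itself, of the genes on X and Y, of the cartilage genes after removal of the trend, and of principal component 1 were chosen after the results had been seen. For principal component 1, a first criterion, the rank correlation of the scores with and without genes on X and Y (0.786), was replaced by criteria specific to the pattern after it had been computed, and the criterion for the gap of RA replicate 3 was made stricter after its values had been seen.

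The 8 libraries can be divided into 4 and 4 in 35 ways. As many genes with an unadjusted P under 0.05 as between RA-treated and control embryos came from 3 of the 35 splits, and as many with an adjusted p under 0.05 (5) from 4 of the 35. The largest numbers were 1574 at P under 0.05, when RA replicate 3 changed places with control replicate 3, and 15 with an adjusted p under 0.05, when control replicate 1 and RA replicates 1, 2, and 4 were set against the others. The latter are the libraries with reads of *Ddx3y*. Genes on X and Y do not explain the number at P under 0.05, since 2.85% of those genes lie there against 3.55% of the genes tested. A trend with exon length and GC content does not account for it either, since 1010 genes kept or reached P under 0.05 after removal of the trend, 813 of them among the 1089, where 769 would be found by chance. The number of genes by itself is thus no larger than other groupings of these embryos can give, and this stays open at n = 4.

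*Ggnbp1* and *Zbtb9* overlap on chromosome 17 in the deposited coordinates, while the GENCODE annotation used for exon lengths sets them apart. The summed counts of both had a log2 fold change of 0.026 (SE 0.0664), with 39.2 ± 2.44 CPM (SD, n = 4) in control and 40.0 ± 2.05 CPM (SD, n = 4) in RA-treated embryos. *Bak1*, which also overlaps *Ggnbp1* but not *Zbtb9*, had a log2 fold change of -0.10 (SE 0.0855), and the summed counts of all 3 had one of -0.045 (SE 0.0589). A candidate explanation is that reads of one transcript were assigned to one gene in control libraries and to the other in RA libraries; a change in transcript structure stays open as well. *Mapk14*, 1.65 Mb away, overlaps no tested gene (0 overlapping genes), and *Stau1* on chromosome 2 overlaps none either (0), so overlap is excluded for them among tested genes. The 37 tested genes within 1 Mb of *Mapk14* had a median log2 fold change of -0.0067, which argues against a change in copy number of the segment. For *Gm28051* and the 4 genes it overlaps, the log2 fold change of the summed counts was -0.11 (SE 0.0647). *Gm28051* changed by -3.92 CPM (SE 0.195), while *Moap1* changed by -0.306 CPM (SE 0.906), *Tmem251* by -0.362 CPM (SE 0.596) and *AK010878* by -2.14 CPM (SE 1.12), which argues against assignment of all its reads to one of these 3 genes. *Gm20604* changed by 2.20 CPM (SE 1.96), so loss of the transcript and assignment of its reads to *Gm20604* cannot be told apart. Of the 5 genes with an adjusted p under 0.05, 3 lie within 5 Mb of another (10000 random draws, permutation p = 5e-04), and without *Zbtb9* 2 of 4 do (permutation p = 0.0311). A difference in genetic background between the parents of the groups would also place changed genes close together. The paper names inbred mice of a single strain from a single source, which makes such a difference less likely. The genetic background was not tested here.

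Genes that overlap another tested gene made up 38% of the 200 genes with the largest dispersion, against 24.8% of all genes tested (odds ratio 1.87). This is consistent with read assignment that varies between libraries. Of the 1089 genes with P under 0.05, 25.5% overlapped another tested gene (odds ratio 1.04). Of the 202 genes that also had a fold change over 1.5, 39.1% did (odds ratio 1.96). Pairs of overlapping genes that both had P under 0.05 with opposite signs numbered 8, and 13 of the 35 splits gave as many.

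Longer genes were relatively higher in RA libraries. Across genes, log2 fold change and exon length had a Spearman rho of 0.211 (genes are not independent replicates), and up-regulated genes had a median exon length of 6677 bp against 3510 bp for down-regulated genes. The correlation of each library's deviations with length was lower in every control than in every RA library (two-sided exact permutation test, p = 0.0286; for GC content p = 0.657; 2 trends tested), and lowest in control replicate 1 (-0.31). Chance spread between single libraries is thereby not favoured, although control replicate 4 (0.013) and RA replicate 4 (0.028) lie near one another. RNA quality or library preparation may differ between the groups, and these were not tested. After removal of the trend, all 12 Wnt genes were still higher in RA-treated embryos and 9 kept or reached P under 0.05, which argues against the trend as the whole cause of their rise. None of the 12 then had an adjusted p under 0.05 over the list alone, against 11 before.

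Clustering of libraries over genes chosen by P followed the chosen grouping for 32 of the 35 splits when each split used its own 50 genes with the smallest P. Branches that follow the groups may therefore come from the choice of genes itself.

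The genes of Table S9 were more frequent among up-regulated genes than in the other 34 splits (1 of 35, odds ratio 2.29), by a small margin, since the split with RA replicate 2 in place of control replicate 2 also gave 2.29 to 2 decimals. After removal of the length and GC trend the odds ratio was 1.96 (one-sided Fisher's exact test, p = 1.46e-07), so this trend is not the whole cause. The genes of Table S8 had an odds ratio of 1.28, which 16 of the 35 splits reached in one direction or the other.

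For the correlations of *Fzd5*, library size and a shared rise in RA-treated embryos are candidate explanations. On log2 CPM, r was 0.396 with *Foxn3* and 0.406 with *Itgb1*; whether library size made up the rest cannot be told apart from the effect of 2 embryos, because rho stayed at 0.619 and 0.738. Within groups, r was -0.0606 with *Foxn3* and -0.35 with *Itgb1*, which is in line with a relation carried by the difference between the groups. The biological reading of the study, regulation by Wnt, was not tested by these data.

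Of 12 gene sets fixed in advance, 6 had an adjusted p under 0.05 with camera at the preset correlation, and 7 of the 35 splits gave as many. None of the 6 calls held with fry or with an estimated correlation. The largest was cartilage, with a median log2 fold change of 0.42 and 11 of 11 tested genes higher in RA-treated embryos (13 listed, 5 of which the paper measured by qRT-PCR); collagen and laminin genes had 0.20 (45 of 51 higher), osteoblast genes 0.16 (7 of 7), endothelium 0.12 (7 of 8), proliferation -0.05 (5 of 24), and RA response genes -0.21 (1 of 7). The calls of cartilage and of collagen and laminin genes held in each of the 8 fits without 1 library and with *Xist* as a covariate. Those of osteoblast and proliferation genes were lost without control replicate 4 and without RA replicate 4, and those of endothelium and RA response genes held in 2 of the 8 fits each. Without control replicate 4, the median was 0.043 for osteoblast genes and 0.13 for collagen and laminin genes; without RA replicate 4, it was -0.030 for proliferation and -0.14 for RA response genes. The other sets were not past the threshold with all libraries, with 0.06 for epithelium, 0.13 for erythroid, -0.13 for forebrain, -0.09 for neuron and -0.02 for muscle genes. Without RA replicate 2, erythroid (0.39, adjusted p = 0.000968 from camera with Benjamini-Hochberg adjustment) and forebrain genes (-0.41, adjusted p = 0.0334 from the same test) were past it. The cartilage median was reached by 2 of the 35 splits, and was 0.41 after removal of the length and GC trend, which argues against the trend as its whole cause. The mean level of the cartilage genes itself did not separate the groups (two-sided exact permutation test, p = 0.114, n = 4 and 4). A share of cartilage precursors or a stage that differs between embryos could give such values, and was not tested. The paper reports cartilage markers as decreased by qRT-PCR in maxillary processes of RA-treated embryos and the reverse in their palatal shelves. Maxillary processes are only a part of the pooled prominences, so the pooled values neither oppose nor support a change in a single region. In the pooled prominences here, *Sox9*, *Sox5*, *Sox6* and *Col2a1* had log2 fold changes of 0.11, 0.33, 0.17 and 0.37, and *Alpl*, *Runx2* and *Col1a1* of 0.34, 0.05 and 0.30; *Runx2* overlaps *Runx2os1* and *Supt3*, so its counts are uncertain. Without control replicate 4, the log2 fold changes of *Sox9*, *Alpl* and *Col1a1* were 0.039, 0.21 and 0.15, and without RA replicate 2 that of *Sox9* was 0.033. That of *Runx2* ranged from 0.0093 to 0.099 across the 8 fits without 1 library. With *Xist* as a covariate, *Alpl*, *Col1a1* and *Sox6* had 0.22, 0.13 and 0.10. *Sox5* and *Col2a1* had an unadjusted P under 0.05, also in each of the 8 fits without 1 library and under each of the 14 alternatives. None of the 7 genes had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test; adjusted over the list alone, it was 0.00436 for *Sox5* and 0.0164 for *Col2a1* (Benjamini-Hochberg), while *Sox5* was among the 35 genes of DESeq2's Wald test. The level of *Col10a1* was too low to be tested.

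Feedback targets of canonical Wnt signaling did not move as a set (median log2 fold change 0.02, 9 of 15 higher, adjusted p = 0.631 from camera with Benjamini-Hochberg adjustment). *Axin2* had a log2 fold change of -0.03 (SE 0.0604) and *Lef1* of -0.13 (SE 0.111). The RA response genes *Crabp2* and *Dhrs3* had log2 fold changes of -0.22 and -0.43, with adjusted p-values of 0.664 and 0.702 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.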
